# Mechanism of Cisplatin-Induced Cytotoxicity Is Correlated to Impaired Metabolism Due to Mitochondrial ROS Generation

**DOI:** 10.1371/journal.pone.0135083

**Published:** 2015-08-06

**Authors:** Yong-Min Choi, Han-Kyul Kim, Wooyoung Shim, Muhammad Ayaz Anwar, Ji-Woong Kwon, Hyuk-Kwon Kwon, Hyung Joong Kim, Hyobin Jeong, Hwan Myung Kim, Daehee Hwang, Hyung Sik Kim, Sangdun Choi

## Abstract

The chemotherapeutic use of cisplatin is limited by its severe side effects. In this study, by conducting different omics data analyses, we demonstrated that cisplatin induces cell death in a proximal tubular cell line by suppressing glycolysis- and tricarboxylic acid (TCA)/mitochondria-related genes. Furthermore, analysis of the urine from cisplatin-treated rats revealed the lower expression levels of enzymes involved in glycolysis, TCA cycle, and genes related to mitochondrial stability and confirmed the cisplatin-related metabolic abnormalities. Additionally, an increase in the level of p53, which directly inhibits glycolysis, has been observed. Inhibition of p53 restored glycolysis and significantly reduced the rate of cell death at 24 h and 48 h due to p53 inhibition. The foremost reason of cisplatin-related cytotoxicity has been correlated to the generation of mitochondrial reactive oxygen species (ROS) that influence multiple pathways. Abnormalities in these pathways resulted in the collapse of mitochondrial energy production, which in turn sensitized the cells to death. The quenching of ROS led to the amelioration of the affected pathways. Considering these observations, it can be concluded that there is a significant correlation between cisplatin and metabolic dysfunctions involving mROS as the major player.

## Introduction

Platinum-derived chemotherapeutic agents, including the parent compound cis-diamminedichloroplatinum (II) (cisplatin), are the principal therapeutic agents to treat various cancers, including ovarian, testicular, and bladder cancer [1,2]. However, the therapeutic use of cisplatin is limited by its irreversible side effects, including transcription inhibition, cell cycle arrest, generation of reactive oxygen species (ROS), and apoptosis [3].

In recent years, several studies demonstrated that cisplatin-induced cytotoxicity is closely related to increased ROS generation [4,5] ROS is a by-product of the normal cellular metabolism; however, excessive amounts can cause detrimental effects. In particular, ROS is an important factor in the apoptosis pathway; increased ROS generation alters the mitochondrial membrane potential (MMP) and damages the respiratory chain, which ultimately triggers the apoptotic process [6,7]. Previous reports demonstrated that compounds that interfere with ROS generation could inhibit cisplatin-induced apoptosis; correlating cisplatin toxicity to the activation of oxidative stress pathways [2].

P53 is an important anticancer gene that is frequently mutated in cancers. It has been reported that cisplatin induces the expression of p53, which plays diverse roles, particularly in regulating glycolysis genes [8–11]. Down-regulation of glycolysis genes when p53 is over-expressed leads to apoptosis. Moreover, energy status of cell is the main determining factor in cell survival or cell death. Severe reduction of adenosine triphosphate (ATP) level initiates necrosis because apoptosis-dependent pathways require ATP [12]. Therefore, in cisplatin-induced cytotoxicity, energy depletion of cells is a crucial factor that is being perpetuated by disrupting metabolic pathways.

Cisplatin rapidly accumulates in mitochondria and deteriorates the mitochondrial structure and metabolic function [13]. This leads to significant changes in the metabolites level related to the tricarboxylic acid cycle (TCA cycle) and glycolysis pathway [14,15]. However, the precise mechanism of cisplatin-induced metabolic toxicity remains elusive.

The following study aimed to elucidate the metabolic dysfunctions in a proximal tubular cell line (human kidney 2; HK-2) following treatment with cisplatin. A systems biology approach was employed to investigate the role of mitochondrial dysfunction and abnormal metabolic pathways in cisplatin-induced kidney injury. Different techniques have been used to delineate physiological and morphological anomalies. Finally, cytotoxic events induced by cisplatin were evaluated in HK-2 cells with and without various inhibitors. Moreover, we established a network that describes the mechanisms of cisplatin-induced metabolic toxicity in HK-2 cells.

## Materials and Methods

### Cell culture

The cell line HK-2 (ATCC # CRL-2190; Manassas, VA, USA) was purchased from the American Type Culture Collection. This cell line has been widely accepted as the standard cell line for normal renal tubular epithelium [16,17]. Cells were grown in keratinocyte-serum-free medium supplemented with l-glutamine, epidermal growth factor, and bovine pituitary extract (Gibco, Carlsbad, CA, USA) and maintained at 37°C under 5% CO_2_.

### Cell proliferation assay (MTS assay)

Cell proliferation was measured colorimetrically using 3-(4, 5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium (MTS) solution (Cell Titer 96H; Promega, Madison, WI, USA). HK-2 cells were grown in 96-well plates at a density of 10,000 cells per well. After treatment for the indicated times, MTS solution (10 μL/well) was added to the wells, the cells were incubated for 3 h at 37°C, and absorbance was measured using the VERSA microplate reader (Turner Biosystems, Sunnyvale, CA, USA).

### Lactate dehydrogenase assay

HK-2 cells were seeded in a 96-well plate and grown at 37°C and 5% CO_2_ overnight. Cell viability was determined at different times using the CytoTox-Glo cytotoxicity assay (Promega). Briefly, 50 μL of CytoTox-Glo cytotoxicity assay reagent was added to each well and the plate was incubated at room temperature for 15 min. The luminescence intensity was measured using the VERITAS microplate luminometer (Turner Biosystems).

### Lactate measurement in glycolysis and NAC treatment

Lactate concentration was measured using the Lactate Colorimetric Assay Kit (Abcam, Cambridge, MA, USA). Equal number of cells were suspend in Lactate Assay Buffer and all experimental procedure was performed according to the instruction of the manufacturer. Experiment was repeated three times and absorbance was measured using the VERSA microplate reader (Turner Biosystems). For p53 inhibition, 20 μM pifithrin-α (PFT-α) (Sigma-Aldrich, MO, USA) was treated for 1 h before the cisplatin treatment and quantifications were made at indicated time points. For N-acetylcysteine (NAC) (Sigma-Aldrich), which is a powerful antioxidant, 10 μM NAC was pretreated for 1 h and then cisplatin was applied. All experiments related to PFT-α and NAC followed the same treatment process.

### ATP quantification assay

ATP concentration was quantitatively determined using an ATP determination kit (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Cells were resuspended in 1× reaction buffer. Then, 10 μL of the cell suspension was transferred to a new 96-well plate and 90 μL of standard reaction solution was added. The plate was incubated for 15 min at room temperature. ATP was quantified using the VERITAS microplate luminometer (Turner Biosystems) and the LAS-1000 system (FUJIFILM, Tokyo, Japan).

### Glucose assay

The intracellular glucose concentration was measured using the Amplex Red glucose/glucose oxidase assay kit (Invitrogen) according to the instructions of the manufacturer. Cells were lysed using 1× reaction buffer. Then, 100 μL of the lysate was resuspended in 400 μL of 1× reaction buffer. Next, 50 μL of the glucose working solution was added to 50 μL of cell lysate in a 96-well plate. The mixture was incubated in the dark for 30 min at room temperature. Then, the fluorescence was measured using the VERITAS microplate luminometer (Turner Biosystems).

### Annexin V apoptosis assay

Apoptosis was measured using the FITC Annexin V apoptosis detection kit II (BD Biosciences, San Diego, CA, USA). Briefly, cells were resuspended in 1× binding buffer. Then, 50 μL of the solution was transferred to a 1.5-mL tube and 10 μL of Annexin V and 10 μL of PI staining solution were added. Subsequently, the cells were mixed by swirling and incubated for 15 min at room temperature in the dark. Finally, the cells were diluted in 200 μL of phosphate-buffered saline (PBS) for analysis by flow cytometry (FACSAria III, BD Biosciences). Data were processed using the FACSDiva software (BD Biosciences).

### ROS generation detection assay

ROS was measured using the 2',7'-dichlorfluorescein-diacetate (DCFH-DA) fluorescence dye (Molecular Probe, Eugene, OR, USA). Briefly, 1 mL of the cell suspension was transferred to a 1.5-mL culture tube and 1 μL of DCFH-DA staining solution was added. Subsequently, cells were gently mixed and incubated for 15 min at 37°C in the dark. Next, cells were washed again and resuspended in 300 μL of cold PBS. Finally, ROS generation was monitored using a flow cytometer (FACSAria III, BD Biosciences), and data were processed with the FACSDiva software (BD Biosciences).

### Mitochondrial membrane potential (JC-1) assay

MMP was assessed by staining the cells with the JC-1 fluorescence dye (Molecular Probe). Briefly, 1 mL of the cell suspension was transferred to a 1.5-mL culture tube and 0.5 μL of JC-1 staining solution was added to cells. Next, the cells were gently mixed and incubated for 5 min in an incubator (37°C) in the dark. Cells were washed again and resuspended in 300 μL of cold PBS. MMP was analyzed using flow cytometry (FACSAria III, BD Biosciences), and data were processed with the FACSDiva software (BD Biosciences).

### Two-photon (TP) fluorescence microscopy

TP fluorescence microscopy images of SHP-Mito-labeled cells were obtained with spectral confocal and multiphoton microscopes (Leica TCS SP8MP) with ×40 oil and ×63 oil objectives, numerical apertures (1.30 and 1.40, respectively). TP fluorescence microscopy images were obtained with a DMI6000B Microscope (Leica) by exciting the probe with a mode-locked titanium-sapphire laser source (Mai Tai HP; Spectra Physics, 80 MHz pulse frequency, 100 fs pulse width) set at a wavelength of 750 nm. To obtain images in the 400–470 nm (blue) and 530–600 (yellow) ranges, internal photomultiplier tubes were used to collect the signals in 8-bit unsigned 1024 × 1024 pixels at a scan speed of 400 Hz. Ratiometric image processing carried out using MetaMorph software.

### Western blot analysis

After treatment, proteins were isolated by resuspending the cells in M-PER mammalian protein extraction reagent (Thermo Scientific, Waltham, MA, USA) supplemented with the Halt protease inhibitor cocktail (Thermo Scientific). Extracts were loaded onto 10% polyacrylamide gels and transferred to Hybond enhanced chemiluminescence (ECL) membranes (GE Healthcare Life Sciences, Little Chalfont, Buckinghamshire, UK). Membranes were blocked with 5% skim milk. The membranes were then incubated with specific primary antibodies, i.e., p-p53 (ser15) (1:1000) and β-actin (1:1000) (Santa Cruz Biotechnology, Santa Cruz, CA, USA) and p53 (Millipore, MA, USA), which were diluted with PBS containing 0.05% Tween 20 (PBST), at 4°C with gentle shaking overnight. After several cycles of washing, the membranes were incubated for 2 h with ImmunoPure goat anti-mouse or anti-rabbit IgG peroxidase-conjugated antibody (Thermo Scientific) diluted in PBST (1:1,000). After washing several times with PBST, proteins were detected using the Pierce ECL western blotting substrate (Thermo Scientific). The blots were exposed to autoradiography films, which were analyzed with the LAS-1000 system (FUJIFILM).

### RNA isolation and qRT-PCR

The RNeasy mini kit (QIAGEN, Valencia, CA, USA) was used to isolate total RNA. Then, 500 ng of total RNA was reverse transcribed to cDNA with a reverse transcription kit (QIAGEN). PCR was performed using the Maxima SYBR Green/ROX qPCR master mix (Thermo Scientific). Thermal cycling was performed with an initial denaturation phase of 10 min at 95°C, followed by 40 cycles of 30 s at 95°C, 30 s at 57°C, and 1 min at 72°C. Amplifications were carried out in the Rotor-Gene Q (QIAGEN). Melting curve analysis was performed to confirm the specificity of the results and reagents. For relative quantification, we used the ΔΔCT method with the Rotor-Gene Q Series Software version 2.2.3. The primers used in this study are *ACMSD*: F: 5′-GGT GCG AGA GAA TTG CTG G-3′, R: 5′-TGC TGG CAA GGT CGT TGT TT-3′; *BIK*: F: 5′-GAC CTG GAC CCT ATG GAG GAC-3′, R: 5- CCT CAG TCT GGT CGT AGA TGA-3′; *ENDOG*: F: 5′-AGC AGG TGG GCA AAT TGA G-3′, R: 5′-CCA GGA TGT TTG GCA CAA AGA G-3′; *HIF1α*: F: 5′-CAC CAC AGG ACA GTA CAG GAT-3′, R: 5′-CGT GCT GAA TAA TAC CAC TCA CA-3′; *HK2*: F: 5′-GAG CCA CCA CTC ACC CTA CT-3′, R: 5′-CCA GGC ATT CGG CAA TGT G-3′; *OPA1*: F: 5′-TGT GAG GTC TGC CAG TCT TTA-3′, R: 5′-TGT CCT TAA TTG GGG TCG TTG-3′; *PDK1*: F: 5′-CTG TGA TAC GGA TCA GAA ACC G-3′, R: 5′-TCC ACC AAA CAA TAA AGA GTG CT-3′; *PRKAG2*: F: 5′-TGC CCG TTA TTG ACC CTA TCA-3′, R: 5′-CAG GCT TTG GCA TAT CAG ACA T-3′; *RRM2B*: F: 5′-AGA GGC TCG CTG TTT CTA TGG-3′, R: 5′-GCA AGG CCC AAT CTG CTT TTT-3′; *β-actin*: F: 5′-ATA GCA CAG CCT GGA TAG CAA CGT AC-3′, R: 5′-CAC CTT CTA CAA TGA GCT GCG TGT G-3′.

### Microarray analysis

Total RNA was extracted using an RNeasy mini kit (QIAGEN), and the concentration in the samples was measured using a Micro UV-Vis fluorescence spectrophotometer (Malcom). Probe labeling and hybridization to Affymetrix GeneAtlas Human Genome U219 chips containing 49,386 probe sets were then carried out. Microarray data were normalized using the robust multi-array average analysis via the Affymetrix Expression Console software (ver. 1.1) (http://www.affymetrix.com/support). When examining the cisplatin-induced differences in the expression profiles, only genes with an average log_2_-(treated/control) (in absolute values) ≥ 1 (which corresponded to a 2-fold change in the expression) at *p* < 0.01 were considered differentially expressed. Moreover, the data have been submitted to Gene Expression Omnibus (GEO) database and the GEO accession number is GSE69644.

### Data processing and statistical analysis for proteome profiling

Liquid chromatography-tandem mass spectrometry (LC-MS/MS) raw data were searched using the SEQUEST algorithm against the ipi.HUMAN.v3.86 database with decoy sequences using the following parameters: 2.0 Da precursor mass tolerance; 1.0 Da product ion mass tolerance; fully tryptic digestion; up to two missed cleavages; variable modifications: oxidation of methionine (+15.99), carbamidomethylation of cysteine (+57.02), and acetylation of the N-terminus (+43.02). PeptideProphet probability was computed using TPP v.4.5 [18] to evaluate the SEQUEST search results. Peptides with a prophet error rate of <0.01 were regarded as identified peptides and quantified using a spectral count-based method previously suggested [19]. In this method, the number of identified spectra assigned to each peptide from each LC-MS/MS run (nine replicates for 0 h and 6 h and seven replicates for 24 h) was counted as peptide-level spectral counts. Then, the peptide-level spectral counts computed from each replicate were summed and divided by the number of replicates to calculate peptide-level average spectral counts. With the peptide-level average spectral counts measured from 0 h, 6 h, and 24 h samples, the R_SC_s, the log_2_ ratio of abundance between two samples [20], were calculated for two comparisons, i.e., 6 h/0 h and 24 h/0 h. To evaluate the statistical significance of the R_SC_ value for each peptide, empirical distributions of the R_SC_ values were generated by 1000 random permutation experiments. Peptides whose absolute R_SC_ values are above the 99^th^ percentile value of the R_SC_s in the empirical distributions (1.64 for 6 h and 1.82 for 24 h) were regarded as differentially expressed peptides. Proteins that have at least one differentially expressed peptide (DEP) were considered as differentially expressed proteins.

### LC-MS data processing and statistical analysis

Data were normalized by dividing each signal by the sum of the signals for all metabolites in the same run. The Student’s *t*-test was performed for the metabolite profiles from rat urine and serum. Metabolites with a *p*-value < 0.05 were regarded as differentially expressed metabolites. In case of metabolite profiling from HK-2 cells and media, metabolites whose fold increase was >95% compared to that of the change in the empirical distribution were selected as differentially expressed metabolites.

### Functional enrichment analysis

Analysis of the 5,692 DEGs and 487 DEPs was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) software. The results were analyzed with the enrichment map plug-in for Cytoscape, with which functional enrichment can be visualized and compared [21–23].

### Animals and husbandry

Male Sprague-Dawley rats (weighing approximately 180 g, 6 weeks old) were used. They were kept in a controlled environment (at 22°C ± 2°C with 50–60% relative humidity) during a 12-h light-dark cycle. Rats were allowed to acclimate for 1 week before the experiments and randomly allocated into control and drug treatment groups with six rats per group. Animal experiments were conducted in accordance with the Guide for Animal Experiments published by the Korea Academy of Medical Sciences. The protocol was approved by the Pusan National University–Institutional Animal Care and Use Committee (PNU-IACUC) (Permit Number PNU-2011-00211). All efforts were made to reduce their suffering.

### *In vivo* experimental design

Rats were administered intraperitoneally (i.p.) a single dose of cisplatin (10 mg/kg, dissolved in 0.9% saline) on day 0. It has been previously shown that this dose results in proximal tubule cell necrosis or apoptosis, and severe damage in kidney function within 3 days after the cisplatin injection. The vehicle control group was injected with 0.9% saline in the same manner. Urine samples of cisplatin-treated animals were collected at 0, 1, and 3 days. Each animal was kept in a rat metabolic cage overnight and 24-h urine samples were collected in the morning. Animals were monitored daily by the disease activity index that includes loss of body weight, serum levels of blood urea nitrogen (BUN) and creatinine, and hair loss as described previously [24–26]. Animals were euthanized under anesthesia by cervical dislocation when they lost more than 20% of starting bodyweight.

### ¹H-NMR spectroscopy and data processing

Analysis of the urine samples was carried out on a Varian system (Varian Medical Systems, Palo Alto, CA, USA) with a working frequency of 600.167 MHz at a temperature of 299.1 K. Deuterium oxide and 3-(trimethylsilyl propionic-2,2,3,3-d4 acid) were used as field-lock frequency and internal chemical shift reference, respectively. A single-pulse spectrum was obtained using a Carr-Purcell-Meiboom-Gill pulse sequence to suppress the water signal. For each ¹H-NMR spectrum, 128 scans were collected into 32K data points, which resulted in an acquisition time of 12 min. All data were automatically apodized with an exponential function using a line broadening of 0.2 Hz prior to Fourier transformation and calibrated to 3-(trimethylsilyl propionic-2,2,3,3-d4 acid) at δ = 0.00 ppm. Spectral assignment was performed using the Chenomx NMR Suite 7.1 software (Chenomx, Edmonton, AB, Canada) and compared to data published in the literature. After processing, data were reduced into 920 spectral integral regions equating to the chemical shift range of δ (0.2–10 ppm) using the Chenomx NMR Suite.

### NMR multivariate data analysis

All binned NMR data were analyzed by principal component analysis (PCA) using the SIMCA-P+ 12.0 software (Umetrics, Tvistevägen, Umeå, Sweden). PCA is one of the pattern recognition methods and useful to detect differences in each spectrum. To clarify the differences among samples, orthogonal-projection to latent structure-discriminant analysis was applied.

### Statistical analysis for metabolite profiling

Data were normalized by dividing each signal by the sum of the signals measured from the same run. Metabolites with a Student’s *t*-test *p*-value < 0.05 were regarded as differentially expressed metabolites.

## Results

### Cisplatin induced dose-dependent toxicity in HK-2 cells

To evaluate its toxicity, HK-2 cells were treated with varying concentrations of cisplatin (6.25, 12.5, 25, 50, or 100 μM) for 6, 12, and 24 h. We found that cell proliferation was decreased in a dose- and time-dependent manner. Cell viability decreased to 52.5% ± 2% in the group treated with 50 μM for 24 h (Fig 1A) implying a half-maximal inhibitory concentration as of 50 μM. Next, cell damage was quantified in cells treated with cisplatin for 24 h using the lactate dehydrogenase (LDH) assay (Fig 1B). The result showed that 34.53% and 37.64% of cells were damaged after treatment with 50 and 100 μM of cisplatin, respectively. Next, cell viability was evaluated using propidium iodide (PI) and annexin V double-stain method (Fig 1C and 1D). The results showed that 17.30% and 24.63% of cells were apoptotic and 11.77% and 20.13% were necrotic at 50 μM and 100 μM cisplatin, respectively.

**Fig 1:**
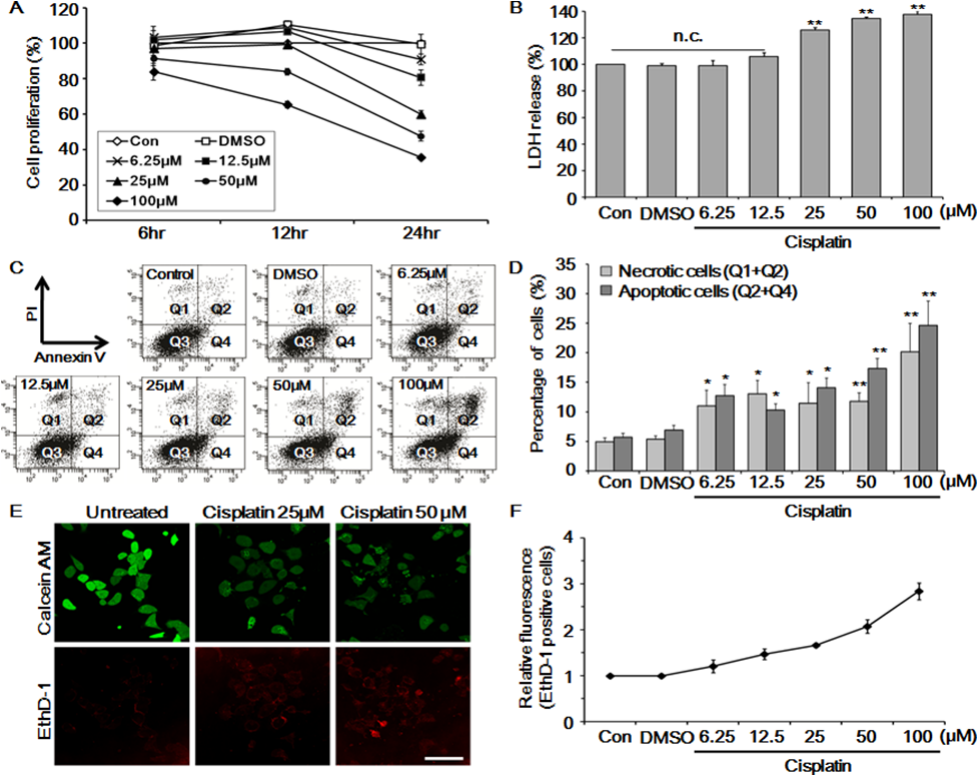
Evaluation of cellular toxicity and viability in cisplatin-treated HK-2 cells. HK-2 cells were treated with increasing concentrations of cisplatin (6.25–100 μM). (A) HK-2 cell proliferation was assessed by MTS assay after 6, 12, and 24 h of cisplatin treatment. (B) Cells were treated with the indicated concentrations of cisplatin for 24 h and cell death was measured. (C and D) HK-2 cells were washed twice with cold phosphate-buffered saline (PBS), stained with Annexin V/propidium iodide (PI), and cell death was determined by flow cytometry. (E and F) Cisplatin-induced cell viability and cytotoxicity assay using calcein AM and ethidium homodimer (EthD-1) fluorescence staining with confocal microscopy (E) and flow cytometry (F). Magnification of the images was ×40 and scale bars represent 75 μm. The mean ± S.D. (standard deviation) of three independent experiments are presented; *p < 0.05, **p < 0.01, by paired *t*-test.

Similar results were observed when the fluorescence intensity of cells stained with the dyes calcein AM and ethidium homodimer (EthD-1) was measured (Fig 1E). Calcein AM is incorporated into live cells where it produces green fluorescence, whereas EthD-1 binds to the DNA of dead cells and produces red fluorescence [27]. From the fluorescence intensity, it was apparent that the red fluorescence intensity increased proportionally to the cisplatin concentration. Using fluorescence-activated cell sorting (FACS), quantitative data were obtained for the increase in EthD-1 fluorescence intensity (Fig 1F) that corresponded to a 2.1- and 2.8-fold increase at 50 μM and 100 μM of cisplatin, respectively, compared to that of control cells.

These results demonstrated that cisplatin causes cell death in HK-2 cells. Furthermore, considering these observations, 50 μM cisplatin (half-maximal inhibitory concentration) was used in subsequent experiments.

### Cellular gene ontology analysis showed significant expression profiles and functional interactions

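HK-2 is an established human cell line derived from the proximal tubule of the kidney. RNA was hybridized to 6 single-colour arrays, 2 from untreated cells, 2 from cells treated with 50 μM cisplatin for 6 h and 2 from cells treated with the same dose for 24 h. The labels give no time for the untreated cells and no controls for each treatment time. An effect of cisplatin thus cannot be told apart from one of time in culture. The labels call the 2 arrays of each group biological replicates and say no more about how the cultures were kept apart, so p-values measure the spread between these samples. The deposited values are log2 signals that the authors made with robust multi-array average analysis, which corrects the background, sets every array to one distribution and summarizes the probes of each probe set. The table held 49386 probe sets, of which 45253 named 1 gene, 1327 named several, 2713 were unnamed here and 93 were controls. Each of 18242 genes was represented by the probe set with the highest mean over the 6 arrays.
Across probe sets, the correlation between the replicate arrays was 0.997 in control cells, 0.998 at 6 h and 0.996 at 24 h, and between arrays of different groups it lay between 0.960 and 0.985. The median absolute difference between replicates was 0.10, 0.08 and 0.11 on the log2 scale, and 2 genes differed by more than 2-fold between replicates, both at 24 h. Each gene was tested with limma in 1 fit over all 6 arrays, and a gene passed at an adjusted p under 0.05. The number of arrays limits the precision. In simulated arrays of 18242 genes with the spread of these arrays, all genes changed by 1 on the log2 scale were recovered at both times (100%), and of those changed by 0.5, 80% were recovered in the 6 h comparison and 78% in the 24 h comparison. The simulation changed 200 genes, far fewer than passed in the data. Its adjusted threshold was thus stricter, and these shares do not give how many changes the data missed.
Because every array was set to one distribution, a fold change is relative to the other probe sets of the array. The 36 spike-in control probe sets, designed for bacterial and phage sequences, were higher than in control by 0.37 at 6 h and by 0.89 at 24 h. This pools groups that differ, since 9 hybridization spike-ins, added after labelling, were higher by 0.0975 and 0.410, 12 poly-A spike-ins, added to the RNA, by 0.541 and 1.21, and the other 15 probe sets (DapX, LysX, PheX, ThrX and TrpnX) by 0.3997 and 0.9093. In control cells the mean log2 signal was 9.40 for the hybridization spike-ins, 4.21 for the poly-A spike-ins and 3.84 for the other 15. The median of all probe sets was 4.48 on each control array. The pooled shift thus rests mainly on groups with a mean signal below the array median. Values with spike-in scaling use the pooled shift unless a group is named. Scaling the arrays to all 36 moved the median log2 fold change of all genes from 0.03 to −0.34 at 6 h and from 0.10 to −0.78 at 24 h, so a rise smaller than the shift became a fall. Scaling to housekeeping genes moved these medians to −0.12 and −0.01. The 3′ minus 5′ difference of the beta-actin control probe sets, a measure of RNA integrity, was 1.59 ± 0.68 (SD, n = 2) in control cells, 1.77 ± 0.34 (SD, n = 2) at 6 h and 2.40 ± 0.61 (SD, n = 2) at 24 h, and that of GAPDH was 0.27, 0.25 and 0.35.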

To examine transcriptome perturbations, mRNA levels were determined using the Affymetrix GeneAtlas system and U219 array. Data were analyzed using the Affymetrix Expression Console software and 2-fold transcriptional changes were considered significant at *p <* 0.01. Cellular protein expression was analyzed using the liquid chromatography-tandem mass spectrometry (LC-MS/MS) method. The number of identified spectra assigned to each peptide for each LC-MS/MS run was counted. Peptides with an absolute value of the relative spectral count (R_SC_) larger than the cutoff value (99^th^ percentile of R_SC_ values obtained from 1000 random permutation experiments; see Materials and Methods section) were regarded as differentially expressed peptides (DEPs). As a result, 487 proteins with at least one DEP from 6 h/0 h or 24 h/0 h comparisons were selected as DEPs. Therefore, gene ontology functions for those 5,692 differentially expressed genes (DEGs) and 487 DEPs were analyzed using the DAVID software. 

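After cisplatin, 5435 of 18242 genes differed from untreated cells at 6 h, of which 2549 were higher and 2886 lower. At 24 h, 9886 genes did, of which 5685 were higher and 4201 lower (limma, adjusted p under 0.05). Among the strongest rises was ATF3, a stress-induced transcription factor, with a log2 fold change of 4.07 (standard error 0.08, adjusted p = 4.32e-07) at 6 h and 5.05 (standard error 0.08, adjusted p = 3.92e-08) at 24 h. The homeobox gene DLX2 reached 3.21 and then 5.52, the immediate-early gene FOS 2.81 and 4.20, and the transcription factor KLF4 2.66 and 4.48. GADD45G, of the growth arrest and DNA damage family, rose from 1.03 at 6 h to 3.84 at 24 h (adjusted p = 8.24e-06 for the difference). The strongest falls included the potassium channel gene KCNJ15, at −3.12 (standard error 0.08, adjusted p = 6.56e-07) and −4.74 (standard error 0.08, adjusted p = 3.92e-08), and the phosphodiesterase gene PDE10A at −2.47 at 6 h and −4.15 at 24 h. Others were the chromatin remodeller ARID1B at −1.25 at 6 h and −4.09 at 24 h, the transcription factor RUNX2 at −2.56 at 6 h and −4.09 at 24 h and the adhesion molecule VCAM1 at −2.06 at 6 h and −4.03 at 24 h.
At the thresholds of the paper, a 2-fold change and an unadjusted p under 0.01, 900 genes were differentially expressed at 6 h (268 higher, 632 lower) and 2210 at 24 h (863 higher, 1347 lower), 2356 in all. Of these, 754 passed at both times, all in the same direction. Counted as probe sets, 1930 passed at 6 h and 5072 at 24 h, 5362 in all. At the adjusted threshold, 2139 genes were higher at both times and 2445 lower at both, against 794 and 665 for independent lists. Simulations of unchanged groups that shared the control arrays gave 0. Few genes can pass in such simulations, so they do not show how much overlap the shared controls add. The covariance of the log2 fold changes at both times was 0.257, against 0.00530 on average and at most 0.00556 in the simulations. This argues against shared controls as the main source of that covariance, while a small part of the excess may still come from them. The correlation of the log2 fold changes across genes, which are not independent replicates, was 0.823. In the simulations it was 0.502, which sharing a control gives with no effect. Between 6 h and 24 h, 6907 genes changed, 3859 higher and 3048 lower.
The split into higher and lower genes depended on the scaling. With spike-in scaling, 690 genes were higher and 10248 lower at 6 h and 593 and 16110 at 24 h, and with housekeeping scaling 1474 and 4664 at 6 h and 3984 and 5059 at 24 h. Chosen after seeing the data, scaling to the hybridization spike-ins alone gave 1544 higher and 3545 lower at 6 h and 1731 higher and 9832 lower at 24 h, and to the poly-A spike-ins alone 325 higher and 13130 lower and 262 higher and 17034 lower.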

DAVID provides online functional annotation tools for the analysis of sets of genes, especially omics data, including microarray and high-throughput proteomic data [28,29], which were visualized using Cytoscape [21,22].

The DAVID network derived from the effects of cisplatin in HK-2 cells provided an overview of the functional analysis (Fig 2). The complete functional network after identification of all labeled nodes has been reported (S1 Fig). Each circular node corresponds to a gene set and the circle size indicates the number of genes in it. The color of the inner and outer nodes represents the *p*-value of the enrichment analysis of transcriptomic data and proteomic data, respectively. Each edge of a gene set represents gene overlap among gene sets and thickness of the edges indicates similarity of genes among linked nodes [23].

**Fig 2:**
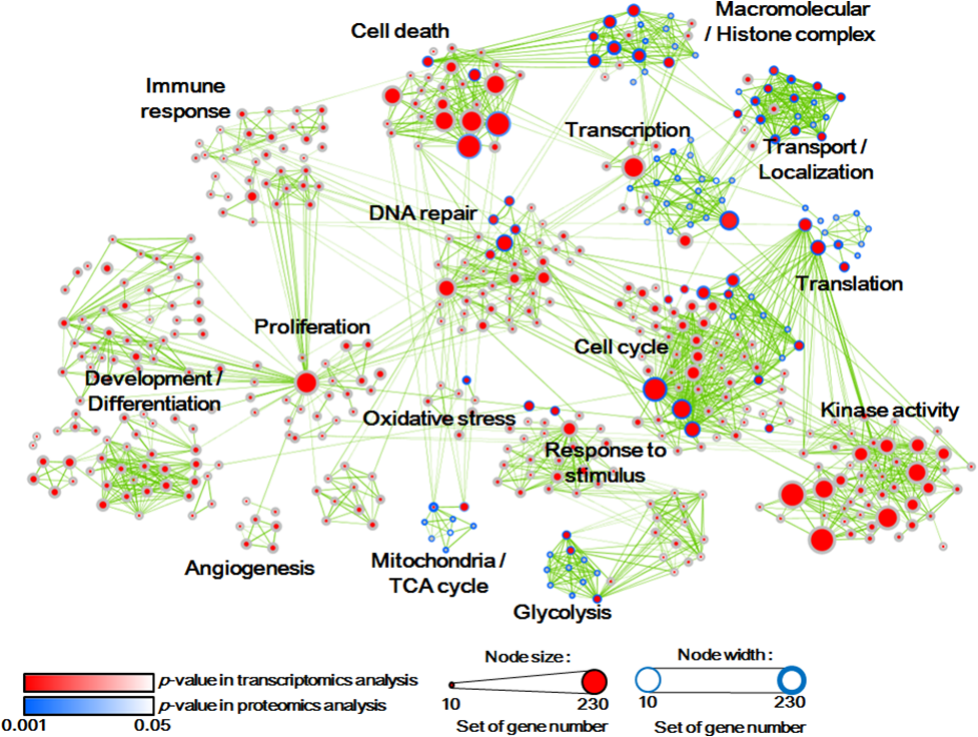
Functional analysis to visualize transcriptomic and proteomic data. Significantly altered genes in HK-2 cells following cisplatin treatment as detected by microarray analysis (transcriptomic) and liquid chromatography coupled with tandem mass spectrometry (LC-MS/MS) (proteomic). Functional analysis of data was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID). Results were visualized using the enrichment map plug-in for Cytoscape. Each circular node is a gene set with a diameter proportional to the number of genes. The inner node color represents the *p*-value of the enrichment analysis in the transcriptome, whereas the outer node color represents the *p*-value of the enrichment analysis in the proteome. The edge width is proportional to the similarity of gene sets between linked nodes. Details of the network can be examined using the scalable PDF in S1 Fig.

Cisplatin causes changes in cell physiology, in particular, cell viability, cell cycle, DNA repair, mitochondria, glycolysis, and transport function that were evident in both the transcriptomic and proteomic analysis. 

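Most genes of cyclin-dependent kinase inhibitors were higher at both times, and most genes of the G2 and M phases were lower at 6 h. CDKN1A, an inhibitor of cyclin-dependent kinases, had a log2 fold change of 1.91 (standard error 0.08, adjusted p = 2.60e-06) at 6 h and 2.42 (standard error 0.08, adjusted p = 2.09e-07) at 24 h, and CDKN2B had 2.41 and 3.00. Of 6 measured genes of such inhibitors, 4 were higher at 6 h and 5 at 24 h with none lower (4 and 6 higher when adjusted over the list alone). These inhibitors had camera adjusted p = 0.00433 and 0.00772, and adjusted p = 0.368 and 0.499 with an estimated correlation. Camera with an estimated correlation rests on the 3 residual degrees of freedom of these arrays. Lists were thus unlikely to pass it, and its misses do not tell whether a list changed. Of 41 G2 and M phase genes, 1 was higher and 28 were lower at 6 h (1 higher and 30 lower when adjusted over the list alone, median log2 fold change −0.34, camera adjusted p = 1.05e-08, and adjusted p = 0.368 with an estimated correlation). The centromere histone gene CENPA was at −1.64 and the mitotic kinase gene BUB1B at −1.03. At 24 h, 13 of the G2 and M phase genes were higher and 13 lower (13 higher and 14 lower when adjusted over the list alone, camera adjusted p = 0.605). Of 41 G1 and S phase genes, 13 were higher and 7 lower at 6 h and 13 and 19 at 24 h (16 and 7 at 6 h and 13 and 19 at 24 h when adjusted over the list alone, camera adjusted p = 0.359 and 0.203). The cyclin gene CCNE2 was at 1.54 at 6 h and 1.29 at 24 h and the kinase gene CDK6 at −1.21 at 6 h and −2.20 at 24 h.
Of 10 genes that restrain apoptosis, none was higher and 6 were lower at 6 h (7 lower when adjusted over the list alone, camera adjusted p = 0.00433, and adjusted p = 0.368 with an estimated correlation). At 24 h, 3 were higher and 6 lower (the same counts when adjusted over the list alone, camera adjusted p = 0.123), among them BCL2L1 at −2.05 and CFLAR at −1.16. Of 28 genes that promote apoptosis, 5 were higher and 9 lower at 6 h and 9 and 9 at 24 h (5 and 10 at 6 h and 9 and 9 at 24 h when adjusted over the list alone, camera adjusted p = 0.724 and 0.910). PMAIP1, which encodes NOXA, was at 1.67 and BOK at −1.27 at 24 h.
Among DNA repair genes, XPC, which recognizes damaged bases, reached 1.28 at 24 h, and XRCC1, a scaffold of single-strand break repair, −1.31. Of 22 nucleotide excision repair genes, 5 were higher and 2 lower at 6 h and 8 and 4 at 24 h (5 and 2 at 6 h and 10 and 4 at 24 h when adjusted over the list alone, camera adjusted p = 0.134 and 0.605). Of 31 genes of homologous recombination and the Fanconi pathway, 2 were higher and 13 lower at 6 h (3 higher and 14 lower when adjusted over the list alone, camera adjusted p = 0.0121, and adjusted p = 0.537 with an estimated correlation). The counts were 10 and 15 at 24 h (the same counts when adjusted over the list alone, camera adjusted p = 0.338). Of 21 mismatch and base excision repair genes, 5 were higher and 9 lower at 24 h, of 17 damage signalling genes 7 and 7, and of 10 translesion synthesis genes 4 and 5 (the same counts when adjusted over the list alone). Camera gave them adjusted p = 0.144, 0.936 and 0.381.
By Fisher's exact test among the differentially expressed genes at the thresholds of the paper, the adjusted p of the DNA repair lists lay between 0.0990 and 1 over both times. With spike-in scaling the median of the kinase inhibitors was 0.41 at 6 h and 0.43 at 24 h. From the gene sets enriched in its transcript and protein data (Fig 2), the paper states that viability, cell cycle, DNA repair, mitochondria, glycolysis and transport were changed, and then takes up mitochondrial metabolism and glycolysis.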

We focused on functional anomalies in mitochondrial metabolism and glycolysis and constructed a detailed functional map using STITCH and Cytoscape. Using the STITCH database, protein-protein interactions in each homologue gene group have been identified [30–32] and displayed through Cytoscape (S2 Fig). Each node indicates a gene group, where the square node represents protein expression and the circular node represents mRNA expression. The node color represents fold changes in genes expression, i.e., red indicates up-regulation and green indicates down-regulation. From these results, we identified proteins and mRNAs with significant expression profiles and their functional interaction with cisplatin in HK-2 cells.

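At 24 h, most genes of respiratory chain complexes I, III and IV were higher relative to the other genes of the array. Of 36 genes of complex I, 10 were higher and none lower at 6 h and 19 and 1 at 24 h (the same counts when adjusted over the list alone). Genes of complex I had camera adjusted p = 0.000991 and 0.00772, and adjusted p = 0.627 and 0.720 with an estimated correlation. NDUFA2 had a log2 fold change of 1.36 (standard error 0.09, adjusted p = 5.17e-06) and NDUFA6 of 1.10 (standard error 0.09, adjusted p = 1.29e-05) at 24 h, and NDUFS4, with 1 of its 2 probe sets going the same way, −0.76. Of 19 genes of complexes III and IV, 4 were higher and none lower at 6 h and 15 and 1 at 24 h (0 and 0 at 6 h and 15 and 1 at 24 h when adjusted over the list alone). Genes of complexes III and IV had camera adjusted p = 0.0500 and 0.0211, and adjusted p = 0.696 with an estimated correlation at 24 h. UQCRC2 was at 0.64 and COX8A at 0.73 at 24 h, while COX5A was at −0.30. Of 15 genes of ATP synthase, none was higher and none lower at 6 h and 3 and 2 at 24 h (the same counts when adjusted over the list alone). Genes of ATP synthase had camera adjusted p = 0.257 and 0.936. The median and mean of that list were above 0 at 24 h (0.11 and 0.03), while camera, which ranks them against all genes, gave the direction down. Of 70 mitochondrial ribosome genes, 6 were higher and 10 lower at 6 h and 22 and 20 at 24 h (the same counts when adjusted over the list alone). Mitochondrial ribosome genes had camera adjusted p = 0.530 and 0.605. MRPL44 was at 1.37 and MRPS28 at −1.75 at 24 h. Of 5 genes of the kinases and phosphatases of pyruvate dehydrogenase, none was higher and 2 lower at 6 h and none and 3 at 24 h (the same counts when adjusted over the list alone). Genes of the kinases and phosphatases of pyruvate dehydrogenase had camera adjusted p = 0.158 and 0.198. The kinase gene PDK4 was at −2.05 at 6 h and −0.64 at 24 h, where 1 of its 2 probe sets went the same way at 24 h.
These directions are relative. With spike-in scaling, the median of complex I at 24 h was −0.63, with 26 lower and 1 higher, and that of complexes III and IV was −0.51, with 17 lower and none higher (camera adjusted p = 0.136 and 0.470). With the hybridization spike-ins alone, the counts were 7 higher and 14 lower for complex I and 1 higher and 4 lower for complexes III and IV.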

### Cisplatin induced metabolic abnormalities in rat urine samples

To correlate the in vitro results to in vivo effects, rats were administered cisplatin. Urine was collected at days 0, 1, and 3 post-injection and subjected to proton nuclear magnetic resonance (^1^H-NMR) analysis. Fig 3A shows rat urine ^1^H-NMR spectra from day 1 (upper) and day 3 (lower) compared to control spectra. Only metabolites related to glycolysis and the TCA cycle were analyzed (Fig 3B).

**Fig 3:**
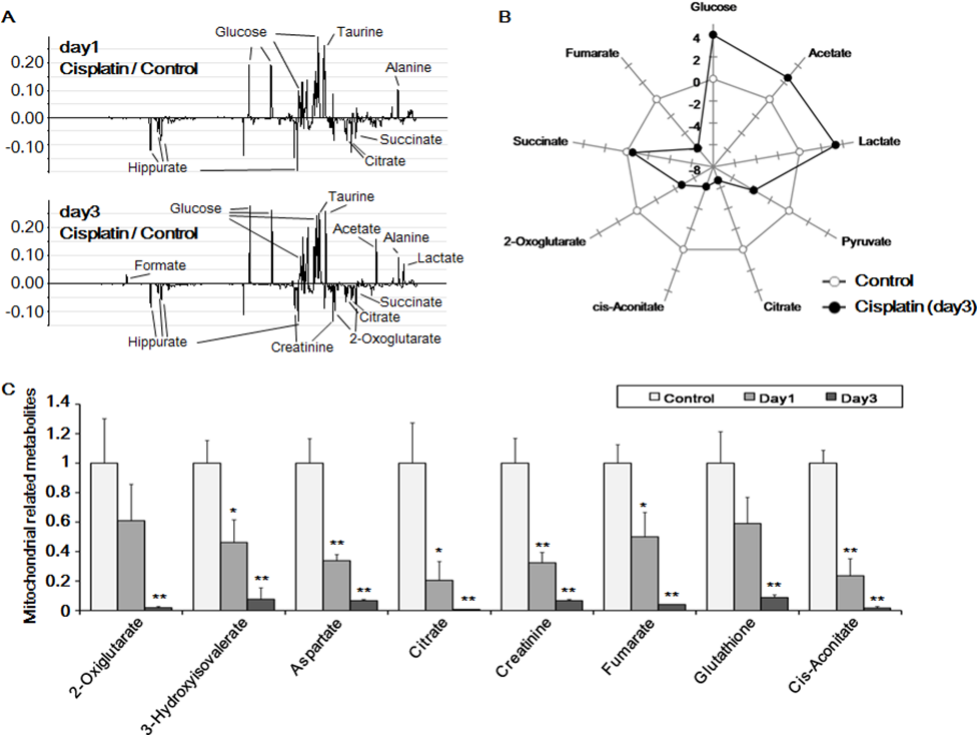
Metabolite profiling of cisplatin-treated rat urine samples. (A) Proton nuclear magnetic resonance (^1^H-NMR) spectra of day 1 (upper) and day 3 (lower) after cisplatin injection compared with those of controls. (B) Alterations of glycolysis- and tricarboxylic acid (TCA) cycle-related metabolites compared with control samples. (C) Effect of cisplatin on the level of mitochondria-related metabolites in urine samples. The mean ± S.D. of three independent experiments are presented; *p < 0.05, **p < 0.01, by paired *t*-test.

Interestingly, urine glucose levels were increased at day 3 after cisplatin administration, whereas pyruvate levels were decreased compared to control. All TCA-related metabolites were decreased in urine following cisplatin treatment (Fig 3C). The decrease in TCA metabolites could be caused by inhibition of glycolysis or damage to mitochondria. Inhibition of glycolysis leads to decreased production of pyruvate, a starting compound of TCA cycle. Moreover, the TCA cycle occurs in the mitochondrial matrix; therefore, any damage to mitochondria would also inhibit the TCA cycle.

Collectively, these results established that cisplatin blocked the glucose metabolism, which is in agreement with the results of transcriptomic and proteomic analyses in cisplatin-treated HK-2 cells.

### Cisplatin treatment disrupted the mitochondrial membrane potential

ROS reduced cell viability, and cisplatin triggers ROS generation resulting in cell death [33–35]. It was confirmed that ROS level increased in HK-2 cells to 22.54% and 58.93% after cisplatin treatment for 12 and 24 h, respectively (S3A Fig), supporting earlier observations.

Cisplatin rapidly accumulates in mitochondria and induces oxidative stress that may damage mitochondrial DNA [13,36–38]. Therefore, it was proposed that ROS are generated from mitochondria due to accumulation of cisplatin. To confirm this, the location of ROS generation was investigated in cisplatin-treated cells co-stained with Mito-tracker-Red CMX (Molecular Probe, NY, USA) and the 2′,7′-dichlorofluorescein diacetate (DCFH-DA) fluorescence dye (Fig 4A and S5A Fig). Co-staining revealed that the location of intracellular ROS generation coincided with that of mitochondria. The overlap of Mito-tracker-Red-stained areas with DCFH-DA-positive areas was >75% in cells after 24 h treatment. These co-localization results demonstrated that cisplatin-induced mitochondrial ROS (mROS) generation is associated with mitochondrial deterioration in HK-2 cells.

**Fig 4:**
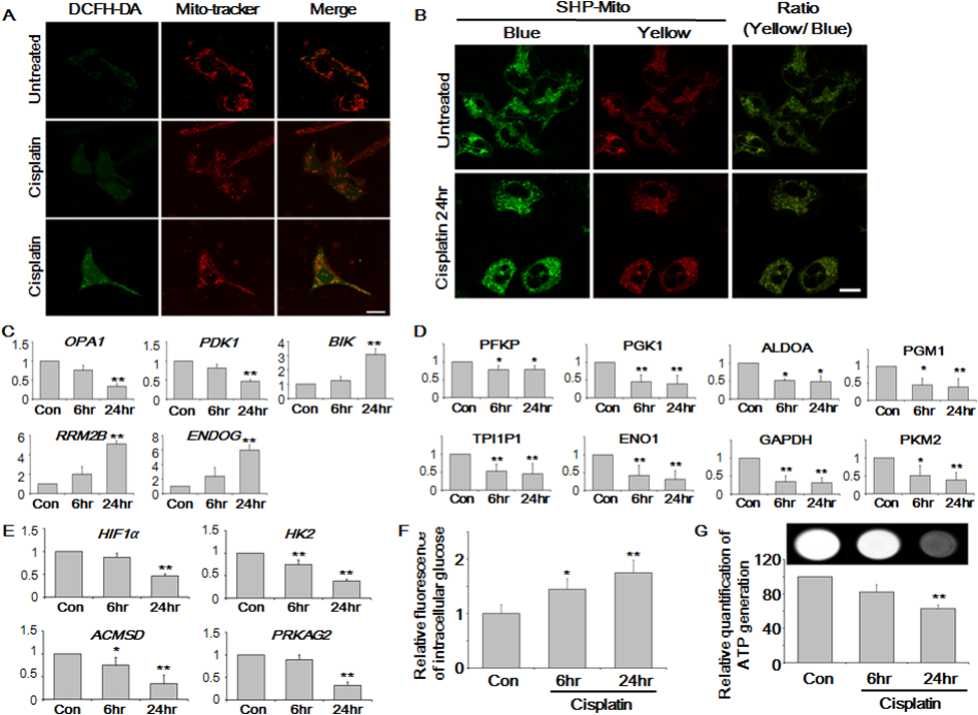
Cisplatin induced ATP depletion via mitochondrial damage and inhibition of glycolysis. (A) Intracellular localization of reactive oxygen species (ROS) by confocal microscopy. Visualization of mitochondria by Mito-tracker Red CMX (red, middle) demonstrated co-localization with mitochondrial ROS (mROS) as detected by the 2′,7′-dichlorofluorescein diacetate (DCFH-DA) (green, left) fluorescence dye. Magnification of the images was ×100 and scale bars represent 30 μm. (B) Quantification of mROS by the two-photon (TP) probe for the ratiometric detection of mitochondrial H_2_O_2_. The reaction between the SHP-Mito probe and H_2_O_2_ resulted in a change in the fluorescence from blue to yellow. Pseudo-colored green areas indicated mitochondria (blue fluorescence, left), and pseudo-colored red areas indicate mitochondrial H_2_O_2_ (yellow fluorescence, middle). Magnification of the images was ×63 and scale bars represent 26 μm. (C) mRNA expression levels of mitochondria-related genes (*OPA1*, *PDK1*, *BIK*, *RRM2B*, and *ENDOG*) determined after cisplatin treatment by quantitative reverse transcriptase-polymerase chain reaction (qRT-PCR). (D) Expression levels of glycolysis-related enzymes of cisplatin-treated cells using liquid chromatography coupled with tandem mass spectrometry (LC-MS/MS) analysis. (E) mRNA expression levels of glycolysis-related genes (*HIF1a*, *HK2*, *ACMSD*, and *PRKAG2*) determined after cisplatin treatment using qRT-PCR. (F) Quantification of intracellular glucose levels after cisplatin treatment. (G) Intracellular ATP levels were determined using LAS 1000 and a microplate reader. The mean ± S.D. of three independent experiments are presented; *p < 0.05, **p < 0.01, by paired *t* test.

Next, the amount of mROS was determined using a two-photon (TP) probe for the ratiometric detection of mitochondrial H_2_O_2_. This TP probe was derived from 6-(benzo[*d*]thiazol-2pryl)-2-(*N*,*N*-dimethylamino) naphthalene as the reporter, a boronate-based carbamate leaving group as the H_2_O_2_ response site, and triphenylphosphonium salt as mitochondrial targeting site. The reaction between the SHP-Mito probe and H_2_O_2_ would turn blue fluorescence into yellow fluorescence [39]. Accordingly, the yellow/blue fluorescence ratio of mitochondrial H_2_O_2_ increased up to 0.92 in cells treated with cisplatin for 24 h compared to untreated cells (0.63) (Fig 4B and S5A Fig).

Morphologically, mitochondria from cisplatin-treated cells appeared disintegrated with SHP-Mito probe when observed at digital high magnification (S4B Fig). Mitochondrial fragmentation has been shown to occur during cell injury and apoptosis and might be the result of the activation of fission [40]. Next, the MMP was evaluated using the JC-1 fluorescence dye, whose ratio of green-to-red fluorescence depends only on the membrane potential [41,42]. It was observed that the fluorescence changed from red to green following cisplatin treatment in a time-dependent manner (S3B Fig).

Furthermore, to confirm mitochondrial abnormalities, the expression level of genes related to mitochondrial function—optic atrophy 1 (*OPA1*), pyruvate dehydrogenase kinase 1 (*PDK1*), BCL2-interacting killer (*BIK*; apoptosis-inducing), ribonucleotide reductase M2 B (*RRM2B*), and endonuclease-G (*ENDOG*)—were evaluated by quantitative reverse transcription polymerase chain reaction (qRT-PCR) on the basis of transcriptomic data as shown in S2 Fig (Fig 4C). 

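On the arrays, OPA1 and PDK1 were lower at 24 h and BIK, RRM2B and ENDOG were higher at both times. OPA1, needed for fusion of mitochondria, had a log2 fold change of −0.25 (standard error 0.08, adjusted p = 0.0510) at 6 h and −1.25 (standard error 0.08, adjusted p = 4.42e-06) at 24 h, and 4 of its 5 probe sets went the same way at each time. PDK1, which inhibits pyruvate dehydrogenase, was at 0.19 (standard error 0.09, adjusted p = 0.149) at 6 h and −0.54 (standard error 0.09, adjusted p = 0.000789) at 24 h, and the difference between the times passed the test (adjusted p = 0.000387). BIK, which promotes apoptosis, was at 1.13 (standard error 0.09, adjusted p = 4.43e-05) and 1.09 (standard error 0.09, adjusted p = 2.01e-05). RRM2B, a subunit of ribonucleotide reductase, was at 1.03 (standard error 0.08, adjusted p = 3.45e-05) and 1.04 (standard error 0.08, adjusted p = 1.10e-05) over 9 probe sets of the same sign. ENDOG, a mitochondrial nuclease, was at 0.80 (standard error 0.08, adjusted p = 0.000128) and 2.12 (standard error 0.08, adjusted p = 3.61e-07), which is a fold of 4.36. At 24 h, 3 of the 5 genes were higher and 2 lower (the same counts when adjusted over the list alone). The study chose these genes on these samples, so this count is not independent evidence. With spike-in scaling BIK and RRM2B were at 0.20 and 0.15 at 24 h.

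**Figure D1:**
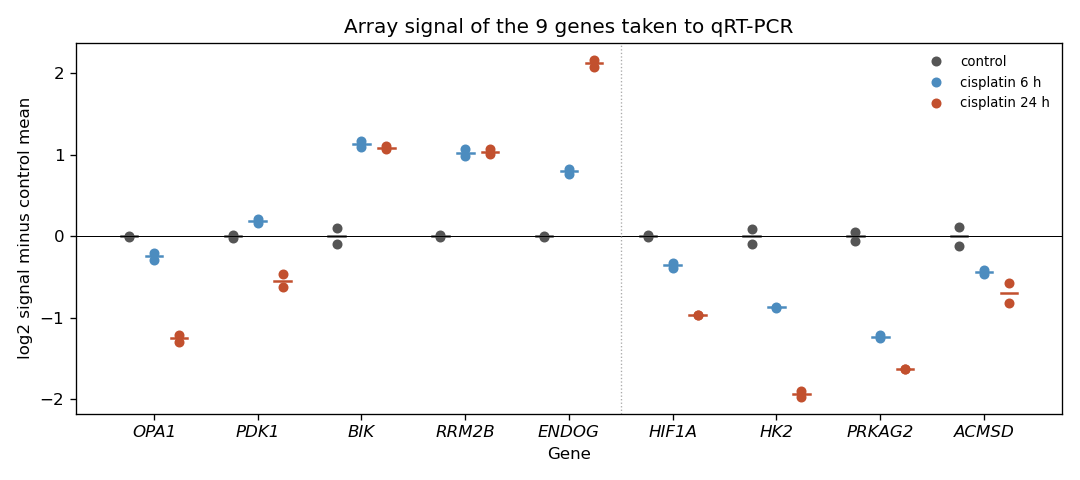
Array signal of the 9 genes that the study measured by qRT-PCR, given on the log2 scale as the difference from the mean of the control arrays (vertical axis) for each gene (horizontal axis). Each point is 1 array, 2 per group, in control cells and after 6 h and 24 h of cisplatin, and the short lines are group means. At 24 h the group mean of ENDOG is at 2.12 and that of HK2 at −1.93, and with spike-in scaling all group means at 24 h lie 0.89 lower.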

*Opa1* is related to mitochondrial fission and fusion [43,44], whereas *PDK1* is critical in conserving mitochondrial functions [45]; both genes were down-regulated with time, which is in agreement with previous results (Fig 4C). *ENDOG*, *RRM2B*, and *BIK* are markers of mitochondrial DNA damage and oxidative stress that are vital in a multitude of physiological aspects [46–50]; all three genes were up-regulated in the presence of cisplatin.

Altogether, these results suggested that cisplatin causes mitochondrial dysfunction, fragmentation, and collapse of the membrane potential, via increased mROS generation.

### Cisplatin-mediated inhibition of glycolysis led to increased cellular glucose levels

Using LC-MS/MS, the expression level of enzymes involved in glycolysis, phosphofructokinase platelet, phosphoglycerate kinase 1, aldolase A, phosphoglucomutase 1, triosephosphate isomerase 1 pseudogene 1, enolase 1, glyceraldehyde-3-phosphate dehydrogenase, and pyruvate kinase muscle 2, were determined after 6 and 24 h of cisplatin treatment (Fig 4D) and found to be down-regulated compared to the control. A reduction in the levels of these enzymes would inhibit glycolysis.

Next, the expression levels of glycolysis pathway-related genes (*HIF1α*; hexokinase 2 [*HK2*]; protein kinase, AMP-activated, gamma 2 non-catalytic subunit [*PRKAG2*]; and aminocarboxymuconate semialdehyde decarboxylase [*ACMSD*]) were evaluated (Fig 4E), because transcriptomic data indicated significant changes in their expression levels (S2 Fig). 

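HIF1A, HK2, PRKAG2 and ACMSD were each lower at both times and lower at 24 h than at 6 h in the group means. HK2, which encodes hexokinase 2, had a log2 fold change of −0.87 (standard error 0.09, adjusted p = 0.000162) at 6 h and −1.93 (standard error 0.09, adjusted p = 8.82e-07) at 24 h. Its mean signal was 8.31 ± 0.13 (SD, n = 2) in control cells and 6.38 ± 0.05 (SD, n = 2) at 24 h, while its other, dimmer probe set was at 0.19 at 24 h (adjusted p = 0.175). PRKAG2, a regulatory subunit of AMP-activated kinase, was at −1.23 (standard error 0.08, adjusted p = 1.55e-05) and −1.62 (standard error 0.08, adjusted p = 1.13e-06) over 4 probe sets of the same sign. HIF1A, the hypoxia-inducible factor, was at −0.35 (standard error 0.08, adjusted p = 0.00844) and −0.97 (standard error 0.08, adjusted p = 1.43e-05) over 8 probe sets of the same sign. ACMSD, a dim gene of kynurenine metabolism with 1 probe set, was at −0.44 (standard error 0.11, adjusted p = 0.0190) and −0.69 (standard error 0.11, adjusted p = 0.000973), and its further change from 6 h to 24 h did not pass the test (adjusted p = 0.115). Those of HIF1A, HK2 and PRKAG2 did (adjusted p = 0.000545, 9.92e-05 and 0.00580). All 4 genes were lower at both times, also when adjusted over the list alone (camera adjusted p = 0.00517 and 0.00590, and adjusted p = 0.368 and 0.370 with an estimated correlation). The study chose them on these samples, so this is not independent evidence. At 6 h, the call of ACMSD was lost without control replicate 1 (adjusted p = 0.121) or either 6 h replicate (0.0879 and 0.0659), and that of HIF1A without 6 h replicate 2 (0.0730).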

*HIF1α* induces glycolysis enzymes [51], *HK2* is the first enzyme of glycolysis [44], and *PRKAG2* modulates glycolysis [52,53]. *ACMSD* acts as a regulatory link between glycolysis and nicotinamide adenine dinucleotide synthesis [54]. All of these enzymes are necessary for the proper execution of glycolysis, but their expression levels decreased over time. This, in turn, resulted in abnormal glycolysis and increased intracellular glucose levels (up to 75%) (Fig 4F), which also confirmed the results of the omics data analysis.

### Cisplatin lowered ATP levels via mitochondrial dysfunction and glycolysis inhibition

Mitochondria are the vital organelles in cells to produce energy and have a central role in cell proliferation and death signaling [40]. With the collapse of MMP (Δψm), mitochondrial deterioration [55] or glycolysis disturbance [56], ATP depletion occurs.

To evaluate the ATP level in response to cisplatin treatment, the intracellular ATP level was quantified using a luminescence assay (Fig 4G). Results showed that the ATP level decreased in a time-dependent manner; particularly, in cells treated with cisplatin for 24 h, the ATP level was reduced by 37.25% compared to untreated cells.

### Cisplatin inhibited glycolysis via p53 activation, irrespective of mitochondrial damage

Several studies have reported that cisplatin activates p53 [57,58]. Activated p53 inhibits glycolysis via inhibition of HIF1α or induction of TP53-induced *glycolysis* and apoptosis regulator [8–11].

Cisplatin induced total p53 and phosphorylated p53 (Fig 5A). When p53 was inhibited by 20 μM pifithrin-α (PFT-α) (Sigma-Aldrich) in cisplatin-treated cells and the expression levels of glycolysis-related genes were determined by qRT-PCR (Fig 5B), it was found that the expression of genes suppressed by cisplatin induced p53 were restored. However, MMP and cellular ATP levels were not affected (Fig 5D and 5E), while a decline in intracellular ROS levels was observed by p53 inhibition (Fig 5F). Next, cell death was evaluated using PI and annexin V double-staining (Fig 5G). Interestingly, in line to these observations, in PFT-α-treated cells, the rate of cell death was significantly different for up to 24 h, and similar trend was observed after 48 h.

**Fig 5:**
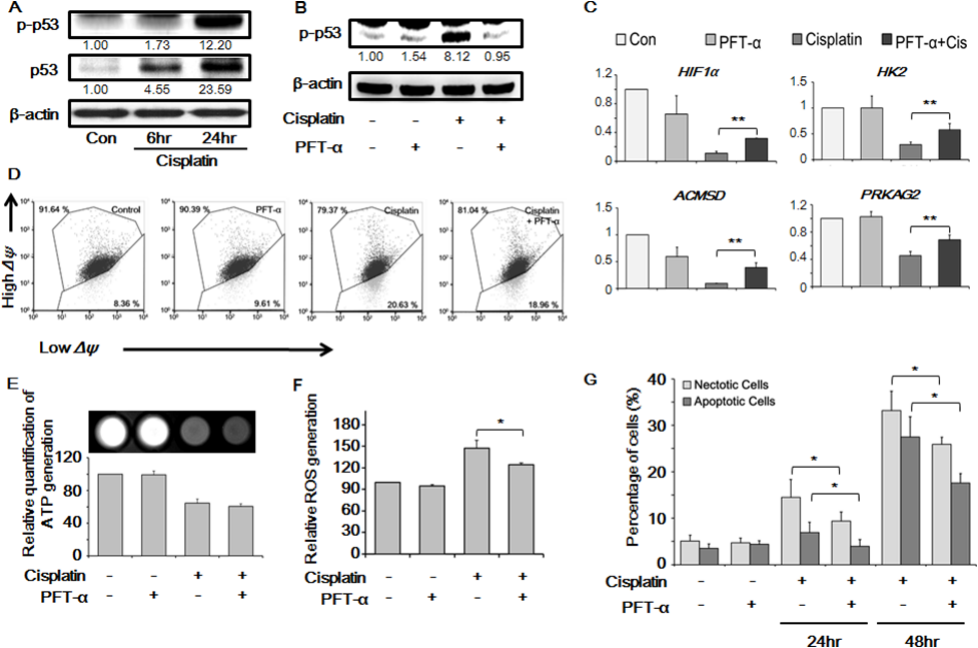
Cisplatin inhibited glycolysis via p53 activation. (A) Western blot analysis indicated increased levels of p53 and phospho-p53 after 6 and 24 h of cisplatin treatment. The gels have been run under the same experimental conditions. (B) Expression of p53 in cells treated with pifithrin-α (PFT-α) (20 μM) was analyzed by western blot. The gels have been run under the same experimental conditions. (C) mRNA expression levels of glycolysis-related genes (*HIF1a*, *HK2*, *ACMSD*, and *PRKAG2*) determined in cisplatin-treated and cisplatin/PFT-α (20 μM) co-treated cells by quantitative reverse transcriptase-polymerase chain reaction (qRT-PCR). (D) Δψ_m_ depolarization monitored by FACS analysis with the JC-1 dye where a fluorescence shift from red to green indicated the collapse of the mitochondrial membrane potential (MMP). The number of cells with low MMP was counted. (E) The intracellular ATP level was measured using LAS 1000 and a microplate reader. (F) Reduced levels of intracellular reactive oxygen species (ROS) were observed in HK-2 cells with 2′,7′-dichlorofluorescein diacetate (DCFH-DA) following treatment with PFT-α (20 μM). (G) Treatment with a p53 inhibitor prevented cisplatin-induced cell death at 48 h in HK-2 cells when analyzed by Annexin V/propidium iodide (PI) staining. The percentage of apoptotic cells was determined by flow cytometry. The mean ± S.D. of three independent experiments are presented; *p < 0.05, **p < 0.01, by paired *t*-test.

Finally, the intracellular glucose and lactate levels have been evaluated as p53 is the inhibitor of glycolysis. When p53 was inhibited by PFT-α, intracellular glucose and lactate levels have been significantly decreased, implying the restoration of glycolysis (S4A and S4B Fig).

### Altered cellular events were restored by inhibition of ROS generation

As reported earlier, cisplatin-induced cytotoxicity is closely related to increased mROS generation [4,5]. Therefore, we investigated whether cisplatin-induced mROS generation was the cause of the cellular damage phenomenon, including mitochondrial damage and exacerbation of glycolysis.

*N*-acetylcysteine (NAC) is a powerful antioxidant, a precursor of glutathione [3] that can scavenge ROS to suppress its activity [2]. Therefore, cisplatin-induced ROS generation was suppressed using NAC to elucidate the cisplatin-induced abnormalities that have been observed previously in HK-2 cells. First, the effect of NAC on cisplatin-induced ROS generation was studied using the DCFH-DA dye (S6A Fig). NAC significantly reduced cisplatin-dependent intracellular ROS generation. Similarly, inhibition of ROS generation reduced expression and phosphorylation of p53 (Fig 6A).

**Fig 6:**
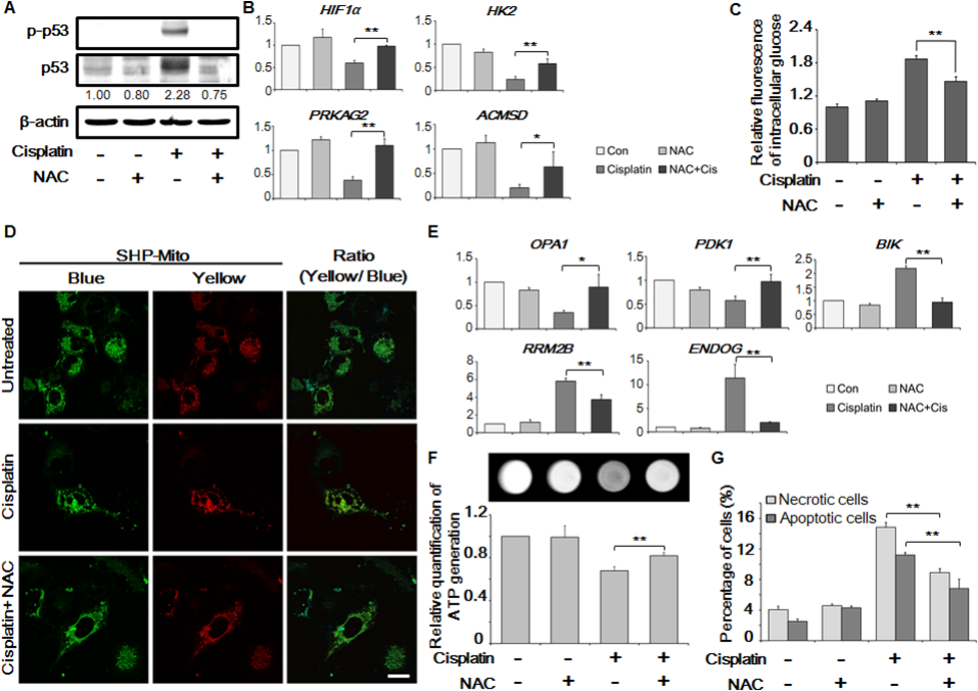
Restoration of altered cellular events by inhibition of mitochondrial reactive oxygen species (mROS) generation. (A) Cisplatin-mediated expression and activation of p53 was evaluated and compared with cisplatin and *N*-acetylcysteine (NAC) (10 μM) co-treated samples by western blot. The gels have been run under the same experimental conditions. (B) mRNA expression levels of glycolysis-related genes (*HIF1a*, *HK2*, *ACMSD*, and *PRKAG2*) were determined in cisplatin and NAC co-treated cells by quantitative reverse transcriptase-polymerase chain reaction (qRT-PCR). (C) NAC reversed the cisplatin-induced increase in the intracellular glucose concentration. (D) The amount of mROS was measured using a TP probe for the ratiometric detection of mitochondrial H_2_O_2_. The reaction between the SHP-Mito probe and H_2_O_2_ resulted in a change in the fluorescence from blue to yellow. Pseudo-colored green areas indicate mitochondria (blue fluorescence, left) and pseudo-colored red areas indicate mitochondrial H_2_O_2_ (yellow fluorescence, middle). NAC decreased mitochondrial H_2_O_2_ generation. Magnification of the images was ×63 and scale bars represent 30 μm. (E) mRNA expression levels of mitochondria-related genes (*OPA1*, *PDK1*, *BIK*, *RRM2B*, and *ENDOG*) were determined in cisplatin and NAC co-treated cells by qRT-PCR. (F) The intracellular ATP level was restored following NAC treatment, as quantified by LAS 1000 and a microplate reader. (G) NAC prevented cisplatin-induced cell death as evaluated by Annexin V/PI staining, and the ratio of apoptotic and necrotic cells was determined using flow cytometry. The mean ± S.D. of three independent experiments are presented; *p < 0.05, **p < 0.01, by paired *t*-test.

Next, the expression levels of glycolysis-related genes were analyzed in cisplatin and NAC co-treated cells by qRT-PCR (Fig 6B). Compared to treatment with cisplatin alone, *HIF1α*, *HK2*, *ACMSD*, and *PRKAG2* were significantly up-regulated in cells co-treated with NAC. Moreover, the cisplatin-induced increase in the intracellular glucose level was also significantly reduced by co-treatment with NAC (186.8% to 131.3%) (Fig 6C).

Furthermore, the effect of suppressed mROS generation on the mitochondrial status was evaluated using SHP-Mito TP probe (Fig 6D). We found that the yellow/blue fluorescence signal from mitochondrial H_2_O_2_ decreased in NAC and cisplatin co-treated cells (0.79) compared with cells treated with cisplatin alone (0.98) (S5C Fig). Mitochondrial fragmentation caused by cisplatin was also ameliorated by NAC treatment (S5D Fig).

The expression level of the mitochondrial fission suppression gene *OPA1*, and *PDK1* were significantly restored in the presence of NAC (Fig 6E). The apoptosis signal inducible genes *BIK*, *RRM2B*, and *ENDOG*, which are present in mitochondria, were also significantly down-regulated to their normal levels. These results demonstrated that NAC reversed cisplatin-induced cellular damages.

Finally, intracellular ATP levels were investigated. By inhibiting mROS generation, mitochondrial dysfunction was improved and glycolysis was restored (Fig 6B–6E). This, in turn, led to restoration of intracellular ATP levels, which were increased in cells co-treated with NAC and cisplatin compared with cells treated with cisplatin alone (Fig 6F). The percentages of annexin V- and PI-positive cells were 12.2% and 14.83%, respectively, in cells treated with cisplatin alone; however, in NAC pre-treated samples, the respective values were 6.17% and 8.9% (Fig 6G). Cell viability (S6B Fig) (42.27% to 70.36%) and morphology (S6C Fig) were significantly improved and toxicity was reduced in cells co-treated with NAC.

## Discussion

In recent years, several studies reported that cisplatin influenced different pathways, including cell cycle arrest, apoptosis, proliferation, DNA repair, as well as the TCA cycle and glycolysis [14,15,59]. However, it remained elusive how cisplatin affects metabolic pathways. Here, using transcriptomic and proteomic data, the detailed mechanism has been unveiled, and a map depicting the interactions among various genes has been drawn that clearly indicates the down-regulation of different enzymes.

To analyze the cytotoxicity, different concentrations of cisplatin were applied to HK-2 cells, which reduced cell viability and increased cell death in a dose-dependent manner (Fig 1). Next, genome-wide analyses using microarray and LC-MS/MS revealed perturbations of numerous pathways in cisplatin-treated cells (Fig 2). 

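At 24 h, large chromatin-modifier genes and nuclear transport genes were mostly lower, and immediate-early and interferon-response genes mostly higher. Longer genes fell more across all genes, with Spearman's rho of −0.350 at 24 h between log2 fold change and gene span, the gene's length in the annotation. No lists matched on gene span were drawn for the lists given here, so their falls were not told apart from that trend. Of 47 large chromatin-modifier genes, 2 were higher and 29 lower at 6 h and 5 and 29 at 24 h (2 and 29 at 6 h and 5 and 30 at 24 h when adjusted over the list alone). Large chromatin-modifier genes had camera adjusted p = 1.32e-07 and 1.11e-05, and adjusted p = 0.368 and 0.316 with an estimated correlation. The histone acetyltransferase gene KAT6B was at −1.92 at 6 h and −2.21 at 24 h and the histone demethylase gene KDM6A at −1.94 at 6 h and −1.69 at 24 h. Of 50 genes of nuclear transport receptors and pore proteins, 3 were higher and 16 lower at 6 h and 4 and 29 at 24 h (4 and 18 at 6 h and 4 and 30 at 24 h when adjusted over the list alone). Genes of nuclear transport receptors and pore proteins had camera adjusted p = 0.00517 and 2.61e-06, and adjusted p = 0.368 and 0.316 with an estimated correlation. The pore gene NUP153 was at −1.32 at 6 h and −1.75 at 24 h and the importin gene KPNA3 at −0.97 at 6 h and −1.62 at 24 h, while IPO13 was at 0.36 at 6 h and 0.96 at 24 h. Of 38 genes of vesicle transport, 5 were higher and 6 lower at 6 h and 7 and 14 at 24 h (the same counts when adjusted over the list alone). Genes of vesicle transport had camera adjusted p = 0.987 and 0.225. Of 8 genes of copper and cation transporters that carry cisplatin, 2 were higher and none lower at 6 h and 3 and 1 at 24 h (2 and 0 at 6 h and 4 and 1 at 24 h when adjusted over the list alone). Genes of copper and cation transporters that carry cisplatin had camera adjusted p = 0.746 and 0.605. For RNA polymerase II and its factors, 22 of 43 genes were higher and 9 lower at 24 h (23 higher and 10 lower when adjusted over the list alone, camera adjusted p = 0.338), with the largest subunit gene POLR2A at 1.47 at 6 h and 2.05 at 24 h.
Of 19 immediate-early genes, 11 were higher and 4 lower at 6 h and 14 and 4 at 24 h (11 and 5 at 6 h and 14 and 4 at 24 h when adjusted over the list alone). Immediate-early genes had camera adjusted p = 0.0121 and 0.00772, and adjusted p = 0.368 and 0.370 with an estimated correlation. They were enriched among the differentially expressed genes at the thresholds of the paper by Fisher's exact test, with 42.1% of the list at 6 h (adjusted p = 9.33e-05) and 68.4% at 24 h (adjusted p = 9.23e-07). FOSL1 was at −1.97 at 6 h and −2.32 at 24 h and MYC at −0.84 at 6 h and −1.80 at 24 h. Of 31 interferon-response genes, 10 were higher and 3 lower at 6 h and 18 and 2 at 24 h (12 and 3 at 6 h and 18 and 2 at 24 h when adjusted over the list alone). Interferon-response genes had camera adjusted p = 0.0416 and 0.00772, and adjusted p = 0.368 and 0.370 with an estimated correlation. IFI6 reached 2.43 and IFI27 1.80 at 24 h. Of 27 inflammatory cytokine genes, 6 were higher and 8 lower at 6 h and 8 and 8 at 24 h (7 and 8 at 6 h and 8 and 9 at 24 h when adjusted over the list alone). Inflammatory cytokine genes had camera adjusted p = 0.555 and 0.609. IL6 was at −1.94 at 6 h and −1.89 at 24 h and CXCL2 at −2.36 at 6 h and −1.81 at 24 h, while IL11 was at 1.56 at 6 h and 3.20 at 24 h. Of 19 angiogenesis genes, 3 were higher and 9 lower at 6 h and 4 and 11 at 24 h (4 and 10 at 6 h and 4 and 11 at 24 h when adjusted over the list alone). Angiogenesis genes had camera adjusted p = 0.0500 and 0.0247, and adjusted p = 0.499 with an estimated correlation at 24 h. VEGFA was at −1.25 at 6 h and −2.41 at 24 h and its co-receptor gene NRP1 at −1.36 at 6 h and −2.92 at 24 h, and PGF at 1.45 at 6 h and 2.47 at 24 h. Of 26 genes of the EGFR and MAPK pathway, 2 were higher and 11 lower at 6 h and 9 and 13 at 24 h (the same counts when adjusted over the list alone). Genes of the EGFR and MAPK pathway had camera adjusted p = 0.0106 and 0.0422, and adjusted p = 0.627 and 0.693 with an estimated correlation. The inhibitor gene SPRED2 was at −2.04 at 6 h and −2.02 at 24 h and the ligand gene HBEGF at 1.70 at 6 h and 2.20 at 24 h. Of 20 genes of TGF-β and SMAD signalling, 9 were higher and 7 lower at 6 h and 9 and 10 at 24 h (9 and 7 at 6 h and 10 and 10 at 24 h when adjusted over the list alone). Genes of TGF-β and SMAD signalling had camera adjusted p = 0.918 and 0.791.
Of 15 heat shock genes, 7 were higher and none lower at 6 h and 8 and 3 at 24 h (the same counts when adjusted over the list alone). Heat shock genes had camera adjusted p = 0.0121 and 0.493, and adjusted p = 0.368 with an estimated correlation at 6 h. Of 24 genes of the integrated stress and unfolded protein responses, 7 were higher and 1 lower at 6 h and 5 and 7 at 24 h (11 and 2 at 6 h and 5 and 7 at 24 h when adjusted over the list alone). Genes of the integrated stress and unfolded protein responses had camera adjusted p = 0.0448 and 0.369, and adjusted p = 0.627 with an estimated correlation at 6 h. Of 23 NRF2 antioxidant genes, 8 were higher and 3 lower at 6 h and 11 and 7 at 24 h (9 and 3 at 6 h and 11 and 7 at 24 h when adjusted over the list alone). NRF2 antioxidant genes had camera adjusted p = 0.0484 and 0.640, and adjusted p = 0.368 with an estimated correlation at 6 h. For translation, 2 of 19 aminoacyl-tRNA synthetase genes were higher and 12 lower at 24 h (the same counts when adjusted over the list alone, camera adjusted p = 0.0224, and adjusted p = 0.629 with an estimated correlation). Of 39 translation factor genes, 8 were higher and 18 lower (the same counts when adjusted over the list alone, camera adjusted p = 0.0422, and adjusted p = 0.470 with an estimated correlation). Of 65 cytosolic ribosome genes, 3 were higher and 8 lower at 24 h (1 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.144).
The camera calls of the interferon-response, stress response and NRF2 genes at 6 h, and of the EGFR and MAPK pathway and translation factor genes at 24 h, were each lost in at least 1 fit that left out an array. After scaling to the spike-ins, the median at 24 h was −0.51 for the interferon-response genes, −0.56 for the heat shock genes, −0.82 for the NRF2 genes and −0.61 for the polymerase genes, and 0.34 for the immediate-early genes.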

Many reports correlated cell cycle- and DNA repair-related pathways to cisplatin toxicity; therefore, we analyzed metabolic enzymes in cisplatin-induced cell death. Various glycolysis- and TCA cycle-related enzymes were down-regulated, as shown in microarray and LC-MS/MS analyses (S2 Fig).

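Glycolysis genes moved in both directions at 24 h and more TCA cycle genes were higher than lower. Of 28 genes of glycolysis, 9 were higher, 6 were lower and 13 did not pass at 24 h (the same counts when adjusted over the list alone). Their median log2 fold change was 0.05 (camera adjusted p = 0.988, direction down). At 6 h, 3 were higher and 3 lower (the same counts when adjusted over the list alone, camera adjusted p = 0.987). BPGM, which makes 2,3-bisphosphoglycerate, had the largest rise, at 2.42 (standard error 0.09, adjusted p = 3.40e-07), and PGM2 was at 0.84. Besides HK2, the falls included the phosphoglucomutase gene PGM1 at −0.96 (standard error 0.12, adjusted p = 0.000178) and PFKFB3, an activator of phosphofructokinase, at −0.82, for which 1 of 4 probe sets went the same way. ENO1 fell to −0.26 (adjusted p = 0.0412), and ALDOA and TPI1 were at 0.23 (adjusted p = 0.0292) and 0.30 (adjusted p = 0.0107). PFKP, PGK1, GAPDH and PKM did not pass, at −0.20, 0.06, 0.07 and −0.13 (adjusted p = 0.0837, 0.526, 0.454 and 0.366). The call of ALDOA was lost without any 1 of the 6 arrays, and that of ENO1 without any but control replicate 1.
Of 27 genes of the TCA cycle and pyruvate entry, 9 were higher and none lower at 6 h and 11 and 4 at 24 h (the same counts when adjusted over the list alone). Genes of the TCA cycle and pyruvate entry had camera adjusted p = 0.0448 and 0.457, and adjusted p = 0.368 with an estimated correlation at 6 h. The camera call at 6 h was lost without control replicate 1 (adjusted p = 0.0810), without 6 h replicate 2 (0.0973) or without either 24 h replicate (0.0546). Leaving out either 24 h replicate gives the same fit at 6 h, so these count as 1 check. The isocitrate dehydrogenase gene IDH3A was at 0.67 at 6 h and 1.08 at 24 h and the mitochondrial pyruvate carrier gene MPC1 at 1.61 at 6 h and 1.65 at 24 h, while the succinyl-CoA ligase gene SUCLG2 was at −1.50 and OGDH at −0.48 at 24 h.
With spike-in scaling, most genes of both lists were lower. The glycolysis median was then −0.83 at 24 h, with 25 genes lower and 1 higher, and the TCA cycle median −0.74, with 24 lower and 1 higher. With the hybridization spike-ins alone, the counts were 2 higher and 17 lower for glycolysis and 3 higher and 14 lower for the TCA cycle.

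**Figure D2:**
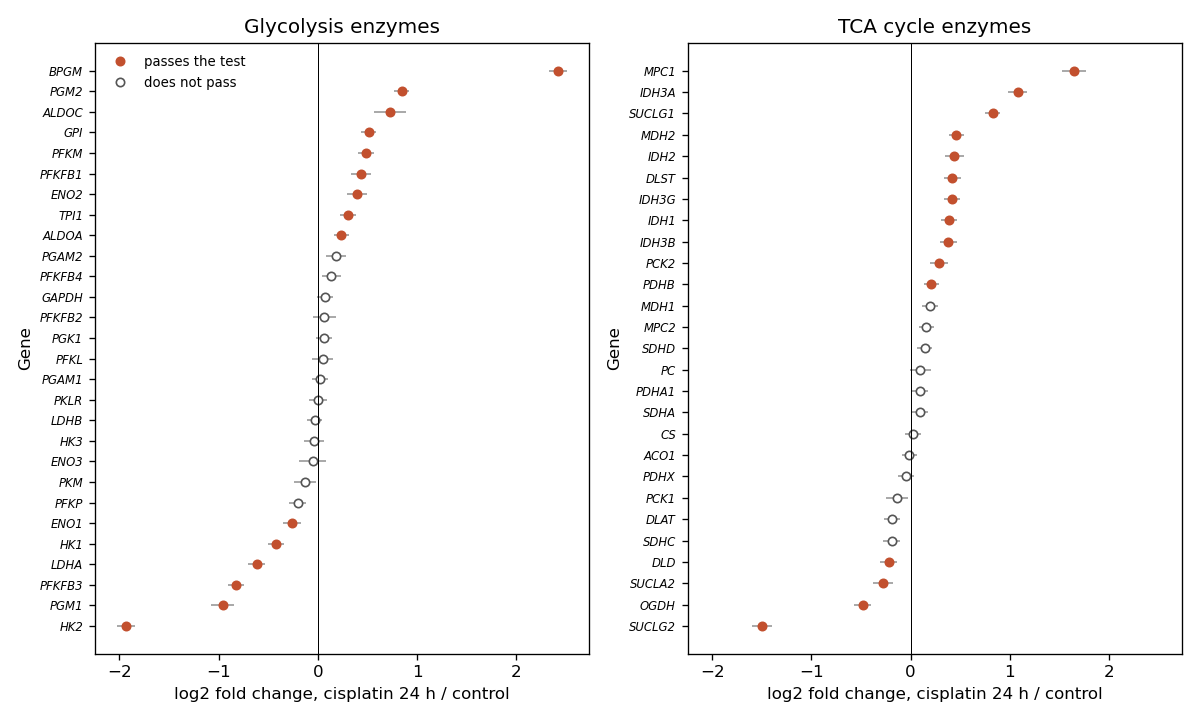
Log2 fold change of each gene at 24 h of cisplatin against control (horizontal axis) for the glycolysis list and the TCA cycle list (vertical axis, genes in order of fold change). Points are the fold changes over 2 arrays per group, bars their standard errors, and filled points passed at an adjusted p under 0.05. Glycolysis genes run from HK2 at −1.93 to BPGM at 2.42 and TCA cycle genes from SUCLG2 at −1.50 to MPC1 at 1.65, and with spike-in scaling every value lies 0.89 lower.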

In vivo experiments involving rats confirmed the metabolic alterations, i.e., the level of various metabolic intermediates were significantly decreased in cisplatin-treated rats (Fig 3B and 3C). This could be attributed to either damage to mitochondria where the TCA cycle occurs [60] or disruption of glycolysis. Glucose and lactate levels were higher than normal; thus, it can be postulated that glucose consumption is inhibited and glycolysis is deviated from pyruvate to lactate, respectively (S4A and S4B Fig). Here, it was also considered that the glucose uptake might be impaired. Nevertheless, microarray and MS data revealed that the glucose transporter was expressed normally (data not shown); furthermore, glucose levels in the cytoplasm were higher, ruling out impaired glucose transport.

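Of 14 measured glucose transporter genes, 4 were higher and 3 lower at 6 h and 4 were higher and 4 lower at 24 h (the same counts when adjusted over the list alone). Camera did not pass the list (adjusted p = 0.987 and 0.791). SLC2A1, which encodes GLUT1, had a mean log2 signal of 9.65 ± 0.01 (SD, n = 2) in control cells, 8.58 ± 0.04 (SD, n = 2) at 6 h and 8.07 ± 0.11 (SD, n = 2) at 24 h. Its log2 fold change was −1.08 (standard error 0.09, adjusted p = 4.06e-05) at 6 h and −1.58 (standard error 0.09, adjusted p = 1.81e-06) at 24 h. SLC2A2, which encodes GLUT2, was at −0.84 (standard error 0.09, adjusted p = 0.000200) and −2.30 (standard error 0.09, adjusted p = 4.53e-07). SLC2A8 was at 0.66 (adjusted p = 0.00305) and 0.72 (adjusted p = 0.000942), SLC2A11 at 0.31 and 0.86, and SLC2A10 at 0.78 and 0.41. At 24 h the higher genes were SLC2A8, SLC2A11, SLC2A10 and SLC2A12, with control means of 6.49, 5.125, 4.53 and 3.42. Of their probe sets, 1 of 1, 4 of 6, 2 of 3 and 1 of 3 went the same way. The lower genes were SLC2A1, SLC2A2, SLC2A6 and SLC2A13, with control means of 9.65, 7.77, 7.66 and 5.69. Of theirs, 4 of 4, 4 of 4, 3 of 4 and 2 of 3 did. The median of the list was 0.07 at 24 h while its mean was −0.15. Of 5 genes of lactate and pyruvate transport, 2 were higher at 6 h and 3 at 24 h with none lower (2 and 3 higher when adjusted over the list alone, camera adjusted p = 0.121 and 0.172). The lactate transporter genes SLC16A1 and SLC16A3 had no probe set of their own and were not measured. The genes higher at 24 h were BSG, a chaperone of lactate transporters, at 1.08, the pyruvate carrier gene MPC1 at 1.65 and SLC16A8 at 0.21 (limma adjusted p = 0.0479). SLC16A8 was dim, with a control mean of 3.63. With spike-in scaling, 0 of the glucose transporter genes were higher and 12 lower at 24 h.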

Cisplatin down-regulated the genes involved in glycolysis (Fig 4D and 4E), which resulted in glucose accumulation in HK-2 cells, causing ATP shortage (Fig 4F and 4G), and was excreted via the urine (Fig 3B). Furthermore, mitochondrial damage by cisplatin was evidenced through omics data (Figs 2 and 3) and mitochondrial staining experiments. 

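Genes of mitochondrial dynamics and of mitochondrial DNA were mixed. Enzymes that handle reactive oxygen species were mostly higher at 24 h. Of 14 mitochondrial dynamics genes, 3 were higher and 6 lower at 6 h and 4 and 9 at 24 h (3 and 8 at 6 h and 4 and 9 at 24 h when adjusted over the list alone). Mitochondrial dynamics genes had camera adjusted p = 0.267 and 0.144. The protease gene OMA1, which cleaves OPA1, was at −0.48 at 6 h and −0.91 at 24 h, and the fission factor gene MIEF1 at 0.83 at 6 h and 0.64 at 24 h. PINK1, a kinase of mitophagy, was at 0.30 at 6 h and 1.27 at 24 h. Of 16 genes of mitochondrial biogenesis and DNA, 3 were higher and 6 lower at 6 h and 4 and 5 at 24 h (3 and 8 at 6 h and 5 and 6 at 24 h when adjusted over the list alone). Genes of mitochondrial biogenesis and DNA had camera adjusted p = 0.335 and 0.369. The transcription factor gene TFB1M was at −2.00 (standard error 0.15, adjusted p = 9.32e-06) at 24 h, the DNA polymerase gene POLG at 0.90 and TFAM at 0.68. Of 20 genes of enzymes that handle reactive oxygen species, 4 were higher and 1 lower at 6 h and 12 and 2 at 24 h (4 and 1 at 6 h and 13 and 2 at 24 h when adjusted over the list alone). Genes of enzymes that handle reactive oxygen species had camera adjusted p = 0.118 and 0.0546. The mitochondrial superoxide dismutase gene SOD2 was at 1.36 (standard error 0.08, adjusted p = 3.42e-06) and the glutathione peroxidase gene GPX3 at 2.56 (standard error 0.11, adjusted p = 6.88e-07). Of 9 metallothionein genes, 2 were higher and none lower at 6 h and 1 and 4 at 24 h (the same counts when adjusted over the list alone). Metallothionein genes had camera adjusted p = 0.323 and 0.144. On the spike-in scale, the median of the oxygen species enzymes was −0.58 at 24 h, with 2 higher and 17 lower.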

Microscopic analysis revealed enhanced ROS generation that was largely co-localized with mitochondria, causing fragmentation, MMP disruption, and down-regulation of mitochondrial stability markers (Fig 4 and S3B Fig). Hence, it was evident from these results that cisplatin induced inhibition of glycolysis, TCA cycle dysfunction, and mitochondrial damage.

Several studies indicated the essential role of p53 in cisplatin-induced cytotoxicity [61,62]. In addition, it was noted that p53 was also up-regulated and phosphorylated upon cisplatin treatment (Fig 5A), which resulted in the inhibition of the expression of glycolysis-related genes; this effect was significantly reversed when p53 inhibitor (PFT-α) was applied (Fig 5C). PFT-α treatment also reduced the intracellular glucose and lactate levels, implying the p53 role in altered metabolic route (S4A and S4B Fig). However, MMP and ATP depletions were unaffected by PFT-α treatment (Fig 5D and 5E). This might be correlated to dispensable role of p53 in aerobic respiration in cisplatin treatment, which is the principal source of ATP generation. Also, PFT-α could not restore mitochondrial pathways, which strengthens this concept and provides a plausible explanation of unaffected ATP level. Moreover, the results indicated that p53 is downstream of mROS, because PFT-α application, only reversed the p53-dependent pathways, whereas other pathways remained unaffected.

A previous study showed that, soon after its administration, cisplatin accumulated in mitochondria where it stimulated mROS generation that caused mitochondrial damage [63] and induced other cytotoxic effects [4,5]. To confirm this, NAC was applied [64,65], which scavenged mROS and significantly improved the expression levels of mitochondrial markers in treated cells, reduced fragmentation of mitochondria, significantly restored ATP levels, and reduced cell death. Furthermore, the p53-induced decrease in the expression of glycolysis-related genes and intracellular glucose levels were also recovered by treatment with NAC. These observations indicated that mROS generation is an essential mediator of mitochondrial and metabolic dysfunctions induced by cisplatin, which is in line to previous studies where the quenching of mROS or the use of antioxidants leads to the amelioration of cisplatin induced nephrotoxicity [63,66].

Intriguingly, there might a link between mROS and p53, because mROS induced p53 expression when cells were treated with cisplatin (Fig 6A). In fact, when a p53 inhibitor was applied, low levels of mROS were generated (Fig 5F), suggesting a positive-feedback relation between mROS and p53. Interestingly, a cell must undergo apoptosis when it becomes abnormal rendered a positive feedback relation between mROS and p53 possible. In our study, cell death was significantly reversed by inhibiting p53 for 24 h and for 48 h time points.

The mitochondrial inner membrane is vital for ATP generation via the electron-transport chain (ETC). When cells were treated with cisplatin, the membrane potential decreased (S3B Fig), which led to the collapse of energy generation and ATP depletion, sensitizing cells to apoptosis. Moreover, it is unlikely to rule out the possibility of cytochrome C-mediated cell death; hence, MMP and apoptosis are interlinked.

In cells, the main energy is provided in the form of ATP, which is primarily produced by TCA/ETC, and in small quantities, by glycolysis. The ATP level has a central role in cell proliferation and death signaling [40,55,56]. Cisplatin treatment disrupts central catabolic pathways; consequently, intracellular ATP levels decreased that when this condition continues for a longer period, leading to cell death (Fig 4G). Moreover, fatty acid and protein metabolisms were not studied because of their association to the glucose metabolism, therefore, impaired glucose metabolism would certainly affect these pathways.

Cisplatin induced DNA damage is well appreciated in scientific community that triggers p53 activation, which either rescues cells or leads to apoptosis. Alongside this perspective, another view is that ROS is produced endogenously or in response to treatment, that also triggers p53 [67], but the link describing cisplatin treatment and its metabolic disruption was not established. In addition, the interaction of p53 and the ROS originated from mitochondria is crucial to mediate the various cellular effects. ROS is a stress signal that also triggers p53, while the p53 orchestrates the cell cycle and cell death, and metabolic pathways [68–71]. This coordinated interplay of cellular and mitochondrial ROS and p53 can tweak the cellular behavior towards various stress conditions as having been reported by previous studies [69,72]. Moreover, these results demonstrated that mROS is involved in stress-induced signaling upstream of p53 activation, implying mROS role as the second messenger between mitochondrial ETC and stress induced p53 activation.

Recent reports signified that cisplatin accumulated in mitochondria immediately after administration [13,63], so we hypothesized that it may influence metabolism and mROS. We found that up to 70% of the total ROS is generated by mitochondria in response to cisplatin (Fig 4), therefore, we focused on the mitochondrial related abnormalities. The antioxidant, NAC, can quench intracellular ROS that would suppress ROS-induced p53 activation (Fig 6), which is in line with previous reports [3,73]. Moreover, mitochondria host the metabolism that has been severely disrupted, so the effect of mROS on mitochondrial metabolism may provide a useful link to treat cisplatin related abnormalities. In the present study, we focused on a less appreciated prospect of cisplatin induced cell death that, despite DNA disruption, it also alters metabolism that is being orchestrated by mROS.

Considering the results presented here, we proposed a model for the cellular responses to the metabolic toxicity of cisplatin (Fig 7). Cisplatin accumulates in mitochondria and causes over-production of mROS, which results in mitochondrial deterioration, impaired TCA cycle, and disrupted MMP, resulting in ETC collapse. In parallel, generated mROS induces up-regulation of p53 that inhibits glycolysis, leading to the accumulation of glucose and depletion of pyruvate. The energy derived from glycolysis and mitochondrial metabolism ceases, resulting in ATP depletion. Finally, continuous ATP depletion leads to cell cycle arrest and cell death.

**Fig 7:**
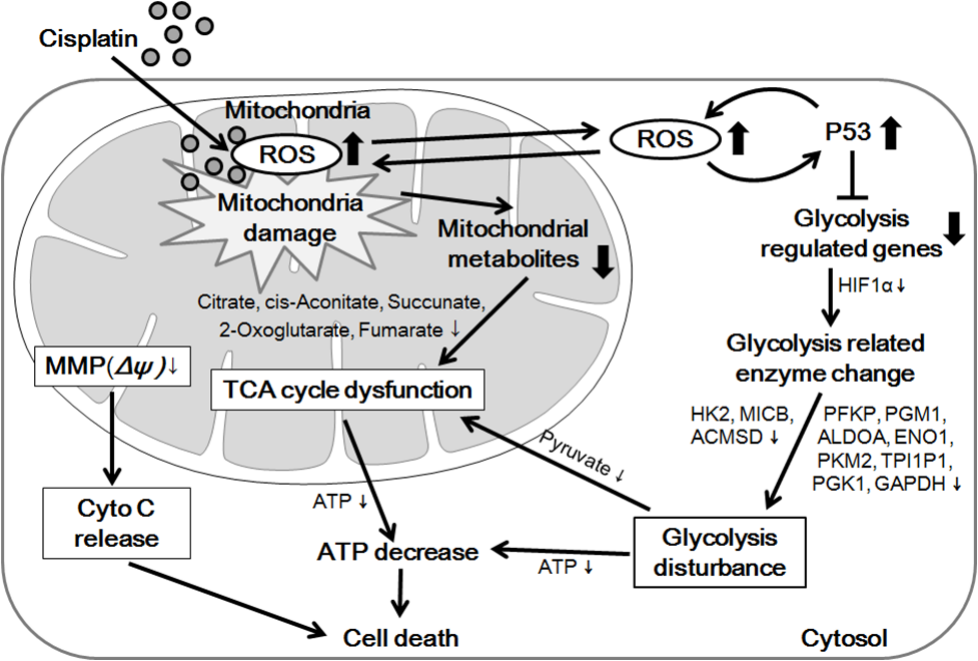
Overview of the pathway xfor cisplatin-induced metabolic dysfunction in HK-2 cells. Cisplatin induced mitochondrial dysfunction through mitochondrial reactive oxygen species (mROS) that also interfered with the tricarboxylic acid (TCA) cycle and mitochondrial stability by inhibiting the expression of enzymes and proteins essential for energy-producing pathways and the viability of mitochondria, respectively. Furthermore, the collapse of the mitochondrial membrane potential (MMP) due to mROS led to blockade of the electron-transport chain (ETC). On the other hand, mROS increased the transcription and activation of the tumor suppressor protein p53, which suppressed glycolysis and, ultimately, reduced the pyruvate level. Activated p53 also stimulated the generation of mROS, which had a synergistic effect on the functions of both, p53 and mROS. Reduction of pyruvate decreased TCA cycle functionality, which was already impaired by mROS. Therefore, cellular energy needs would not be met. Altogether, these changes result in the activation of apoptotic and necrotic pathways.

In conclusion, this study proposed a viable framework for cisplatin-induced metabolic dysfunction and provided a novel explanation to correlate mROS and metabolic dysfunction. It also provided the basis for a systems toxicology approach to explain mechanisms underlying toxicity effects of other drugs.

## Supporting Information

S1 Fig Labeled gene ontology analysis enrichment map. Functional analysis of transcriptomic and proteomic data was performed using Database for Annotation, Visualization, and Integrated Discovery (DAVID). Results were analyzed using the enrichment map plug-in for Cytoscape. A detailed functional network was drawn according to the identification of all labeled nodes. Fig 2 can be visualized in detail using this network.
(PDF)

S2 Fig Reconstruction of the gene and protein interaction network based on transcriptomic and proteomic analyses. After isolating metabolism-related pathways, including tricarboxylic acid (TCA) cycle/mitochondrial metabolism and glycolysis from Fig 2, a detailed map was created using STITCH and Cytoscape. Each square node indicates protein expression and each circular node indicates mRNA expression. The color of the node represents the respective fold change in the expression; red color represents up-regulation and green color represents down-regulation.
(TIF)

S3 Fig Effects of cisplatin in HK-2 cells. (A) Reactive oxygen species (ROS) production in HK-2 cells was determined after 6 and 24 h of cisplatin treatment. This was performed using the oxidant-sensitive probe 2ʹ,7ʹ-dichlorofluorescein diacetate (DCFH-DA). (B) Δψ_m_ depolarization monitored by flow cytometry with the JC-1 mitochondrial potential marker. The shift in JC-1 fluorescence from red to green indicates the collapse of the mitochondrial membrane potential (MMP). The percentage of cells with low MMP was determined.
(TIF)

S4 Fig Cisplatin induced increase in lactate and glucose concentrations that have been rescued by p53 inhibitor. (A) Glucose production in cells treated with cisplatin and 20 μM PFT-α for 24 h. Cisplatin increased the glucose concentration significantly in the cells. PFT-α has reversed the accumulation of glucose by cisplatin. (B) Lactate concentration in response to cisplatin in the presence/absence of 20 μM PFT-α for 24 h.
(TIF)

S5 Fig Ratio of fluorescence SHP-Mito dye density. (A) The fluorescence intensity of the SHP-Mito probe was measured using the imageJ program. A yellow/blue fluorescence intensity ratio of 0.63 was calculated for untreated cells; however, the yellow/blue ratio increased to 0.92 due to increased reactive oxygen species (ROS) generation in cells treated with cisplatin for 24 h. (B) Two-photon fluorescence microscopy analysis of the morphology of mitochondria stained with the SHP-Mito probe at digital high magnification. Fragmentation of mitochondria was noted in the group treated with cisplatin for 24 h (right) compared with the untreated group (left). Scale bar represents 15 μm. (C) The fluorescence intensity of the SHP-Mito probe was measured using the imageJ program. A yellow/blue fluorescence intensity ratio of 0.98 was calculated for cells treated only with cisplatin; however, the fluorescence ratio of *N*-acetylcysteine (NAC) (10 μM) and cisplatin co-treated cells decreased from 0.98 to 0.79 because mitochondrial ROS were scavenged. (D) Mitochondrial fragmentation caused by cisplatin was also reduced by NAC (10 μM) treatment when cells were observed at digital high magnification. Scale bars represent 20 μm.
(TIF)

S6 Fig Restoration of altered cell morphology and proliferation by *N*-acetylcysteine (NAC). (A) The effect of NAC (10 μM) on cisplatin-induced reactive oxygen species (ROS) production was determined with the 2ʹ,7ʹ-dichlorofluorescein diacetate (DCFH-DA) dye using flow cytometry. NAC treatment reduced the cisplatin-induced ROS generation by 1.5- to 1.1-fold compared to the untreated control. (B) HK-2 cell proliferation was assessed by the MTS assay. (C) The morphological features of HK-2 cells were assessed by phase contrast microcopy (×200). Cell viability (B) and morphology (C) results also indicated that treatment of the cells with NAC (10 μM) reduced the cytotoxic effect compared to cells treated with cisplatin alone.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

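RNA of HK-2 cells, untreated or treated with 50 μM cisplatin for 6 h or 24 h, was measured on 6 arrays, 2 per group. The authors made the deposited log2 values with robust multi-array average analysis in Affymetrix Expression Console 1.1, as the methods and the submitters' processing notes give it. These values are background-corrected, set to one distribution on every array and summarized per probe set, and nothing was normalized again in the main setting. The number of arrays limits the precision.

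Probe sets were named through the platform annotation, with symbols updated by Entrez number. Of 49386 probe sets, 45253 had 1 gene, of which 45172 were matched by that number, 1327 had several genes, 2713 were unnamed here and 93 were controls. Probe sets with several genes, no gene or controls were left out of the gene tests. The probe set with the highest mean over all arrays stood for each of 18242 genes. Gene spans came from the RefSeq table of GRCh38.p14 for 18180 genes (99.7%), and no coordinates were used.

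The tests were run in limma 3.58.1 (R 4.3.3) with lmFit and eBayes in 1 fit of 3 groups over all arrays, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The rule of the paper was taken as an absolute log2 fold change of at least 1 and an unadjusted p under 0.01. The 59 gene lists were fixed before the data were examined and tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, with fry and with Fisher's exact test, each adjusted over the lists. With an estimated correlation no list passed camera (lowest adjusted p 0.368 at 6 h, 0.316 at 24 h and 0.369 between the times), and 6, 6 and 7 lists had an unadjusted p under 0.05. That form rests on 3 residual degrees of freedom here, so lists were unlikely to pass after adjustment. Tests were checked on simulated data with 200 changed genes. Shared controls were simulated 20 times. Matched lists were drawn 10000 times from 20 bins. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

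The rule for named genes took, at each time, the 10 largest rises and 10 largest falls among passing genes with separated arrays, up to 2 rises and 2 falls per list, and the genes the paper names, 295 in all. The text names examples from these, picked with their values in view, and all 295 were run in the alternatives. Which lists count as answering a comparison of the paper was set by theme after the list results were seen, and so were the themes taken as outside the analyses of the paper (lipid metabolism, protein turnover and kidney).

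The alternatives were the replicate number as a block, the mean of all probe sets of a gene, eBayes with trend and robust settings, only the groups compared, a filter that kept probe sets with a log2 value of at least 5 in at least 2 arrays, scaling to all spike-ins, to the hybridization or the poly-A spike-ins alone or to housekeeping genes, no moderation, an adjusted p under 0.01, the fold threshold alone, probe sets in place of genes, the other set tests and leaving out each array in turn. Mass spectrometry, metabolite and qRT-PCR data were not analysed here, and neither were genes with no probe set of their own, such as SLC2A3. The result of 1 gene list is not reported here.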

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

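The limits set for the test of gene length were chosen after long genes had been noticed among the strongest falls, and the medians and the test of brightness in the brighter genes were chosen after the values were seen, while the correlation itself was planned before the data were examined.

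Longer genes fell more than shorter ones, in genes that the paper does not discuss by length. Across 18180 genes, which are not independent replicates, Spearman's rho between gene span and log2 fold change was −0.350 at 24 h and −0.244 at 6 h, and between −0.358 and −0.328 for the 4 pairs of a treated and a control array at 24 h, against 0.146 between the control arrays. Genes lower at 24 h had a median span of 65.5 kb and genes higher 16.1 kb. Over all genes the trend was not even, with a median log2 fold change at 24 h of −0.28 in genes of 100 to 300 kb and of −0.05 in those over 300 kb, while in the genes at or above the median of mean expression they were −0.84 and −1.45. A difference in brightness as the whole cause was argued against in the 3 brighter of 4 groups of genes by mean expression, with rho at −0.307, −0.531 and −0.446, against at most 0.105, 0.226 and 0.278 in size between replicates of the same group of genes. In the dimmest group brightness cannot be told apart, since rho was −0.108 against 0.0424 between replicates and a limit of −0.1. RNA quality was not told apart from the treatment. The 3′ minus 5′ difference rose by 0.810 for beta-actin at 24 h, but its arrays overlapped (2.07 and 1.11 in control, 1.97 and 2.83 at 24 h). For GAPDH it rose by 0.0838, and both 24 h arrays lay above both control arrays. The first control and first 24 h array, at 2.07 and 1.97 for beta-actin, still gave rho of −0.333, but this is 1 pair of arrays. A block of transcription elongation by cisplatin adducts is a candidate explanation that these values allow. It was found and tested on the same data.

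Small nucleolar RNA and replication-dependent histone genes were mostly higher at 24 h, classes the paper does not discuss. The 60 snoRNA genes had a median log2 fold change of 0.613 (42 higher, none lower), and 34 of 45 histone genes were higher and 1 lower (38 and 1 when adjusted over the list alone, camera adjusted p = 2.61e-06, and adjusted p = 0.316 with an estimated correlation), while with spike-in scaling the histone median was −0.16 and every snoRNA value lies 0.89 lower. Most were dim, since 54 of the snoRNA and 41 of the histone genes had a control mean under 5 on the log2 scale, and the brightest histone gene, H4C3 (12.7), was the one that fell (−0.86, adjusted p = 2.50e-05). The median of both classes, 0.67, lay above the upper bound of the central range of random lists matched on mean expression, 0.200, and on gene span, 0.220. The latter argues against short spans as the whole cause. Genes of these lists were drawn independently, so the ranges can be too narrow for classes that vary together. The 15 spike-in probe sets DapX, LysX, PheX, ThrX and TrpnX, at a control mean of 3.84, rose by 0.909 at 24 h. Most of them bear the names of the poly-A spike-ins dap, lys, phe and thr, which rose by 1.21. Their rise thus cannot be read as one of dim signals alone. Dim signals are not excluded, since most genes of both classes were dim and the matched ranges can be too narrow. Release of such transcripts from 3′ end processing or changed polyadenylation was not tested, so a biological source remains a hypothesis.

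Most G2 and M phase genes were lower at 6 h (28 of 41) and the list rose relative to other genes by 24 h, and the difference between the times passed (camera adjusted p = 2.05e-06, and adjusted p = 0.389 with an estimated correlation), while with spike-in scaling their median was −0.71 at 6 h and −0.96 at 24 h. Their median of −0.34 at 6 h lay below −0.0377, the lower bound of the central range of lists matched on gene span, which argues against gene length as the whole cause. That range too can be too narrow for genes that vary together. The highest adjusted p at 6 h over the fits that leave out 1 array was 1.10e-06, so no single array sets the fall. An arrest in the cell cycle that changes with time is a candidate explanation and was not tested. Without controls for each treatment time, it cannot be told apart from an effect of time in culture.

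The list of integrated stress and unfolded protein response genes ranked high at 6 h, with 7 of 24 genes higher and 1 lower (11 and 2 when adjusted over the list alone, camera adjusted p = 0.0448, and adjusted p = 0.627 with an estimated correlation). From 6 h to 24 h it moved down (camera adjusted p = 0.00477 for the difference, and adjusted p = 0.486 with an estimated correlation), with a median of −0.19 at 6 h under spike-in scaling. Fatty acid oxidation genes, of a metabolism that the paper says it did not study, were higher at 24 h (camera adjusted p = 0.00916, and adjusted p = 0.536 with an estimated correlation), and the call was lost with spike-in scaling (adjusted p = 0.0538). In 142 genes the changes at 6 h and 24 h had opposite directions and the difference itself passed, with 63 higher and then lower and 79 lower and then higher. The 12 poly-A spike-in probe sets were higher at 24 h than in control by 1.21 on the log2 scale.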

How the results depend on the processing

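Leaving out 1 array at a time, with the lone array of its group assumed to vary like the other groups, gave 3849 to 5622 genes changed at 6 h, 7823 to 9465 at 24 h and 4651 to 6609 between the times, and 2313 to 2465 differentially expressed genes at the thresholds of the paper. The moderated test with trend and robust settings, the fit on only the groups compared and housekeeping scaling kept the numbers of changed and of differentially expressed genes, both directions together, within 1.5 times. Housekeeping scaling moved the split at 6 h to 1474 higher and 4664 lower, from 2549 and 2886. The mean of all probe sets of a gene gave 1495 differentially expressed genes at the thresholds of the paper, 487 at 6 h and 1422 at 24 h. Spike-in scaling gave 5664, 1498 and 5578, and 10938 genes changed at 6 h, 16703 at 24 h and 13339 between the times. Chosen after seeing the data, scaling to the 9 hybridization spike-ins alone changed 5089 genes at 6 h, 11563 at 24 h and 9064 between the times, and to the 12 poly-A spike-ins alone 13455, 17296 and 14534. Probe sets in place of genes gave 5362, 1930 and 5072. Without moderation 3428 genes changed at 6 h and 3954 between the times, and at an adjusted p under 0.01 4252 changed between the times. Other alternatives chosen after seeing the data gave 5366 probe sets with the fold threshold alone, 5523 with the comparison of 24 h with 6 h added and 20937 at an unadjusted p under 0.01 alone.

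Of 59 gene lists, 18 passed camera at 6 h and 14 at 24 h, against 11 and 9 with the filter on dim probe sets, and 8 at 24 h with spike-in scaling. The counts of 18 and 14 include lists that the study chose from these arrays. They are the 4 qRT-PCR genes of glycolysis at both times and the 5 of mitochondria at 6 h. With an estimated correlation camera passed 0 and 0, with 6 lists at 6 h and 6 at 24 h at an unadjusted p under 0.05, while fry, which does not compare a list with other genes, passed 37 and 44. No list that passed camera in either fit turned its direction. Values of single lists are camera adjusted p unless another test is named. The form with an estimated correlation rests on 3 residual degrees of freedom, so a call lost under it does not tell whether a list changed. With an estimated correlation, calls were lost at 0.368 for the TCA cycle at 6 h, 0.627 for complex I at 6 h, 0.368 for G2 and M phase genes at 6 h, 0.368 for kinase inhibitors at 6 h, 0.537 for homologous recombination and Fanconi genes at 6 h, 0.368 for genes that restrain apoptosis at 6 h, 0.368 for nuclear transport at 6 h, 0.720 for complex I at 24 h, 0.696 for complexes III and IV at 24 h, 0.499 for kinase inhibitors at 24 h and 0.316 for nuclear transport at 24 h. By fry, calls were gained at 0.00209 for pyruvate dehydrogenase kinases and phosphatases at 6 h, 0.0419 for complexes III and IV at 6 h, 0.00423 for mitochondrial dynamics at 6 h, 0.0492 for mitochondrial biogenesis and DNA at 6 h, 0.0147 for G1 and S phase genes at 6 h, 0.0275 for nucleotide excision repair at 6 h, 0.00865 for mismatch and base excision repair at 6 h, 0.0370 for translesion synthesis at 6 h, 0.0236 for lactate and pyruvate transport at 6 h, 0.00285 for the TCA cycle at 24 h, 0.00230 for pyruvate dehydrogenase kinases and phosphatases at 24 h, 0.00148 for mitochondrial dynamics at 24 h, 0.00747 for mitochondrial biogenesis and DNA at 24 h, 0.00768 for G1 and S phase genes at 24 h, 0.0107 for nucleotide excision repair at 24 h, 0.00148 for mismatch and base excision repair at 24 h, 0.0259 for damage signalling at 24 h, 0.0180 for translesion synthesis at 24 h, 0.00278 for genes that restrain apoptosis at 24 h, 0.00610 for lactate and pyruvate transport at 24 h, 0.0211 for cisplatin transporters at 24 h and 0.0156 for vesicle transport at 24 h. Of the lists that answer a comparison of the paper, the filter on dim probe sets ended the calls at 0.0632 for the TCA cycle at 6 h and 0.242 for homologous recombination and Fanconi genes at 6 h. The fit on only the groups compared ended that at 0.0546 for the TCA cycle at 6 h. Spike-in scaling ended those at 0.145 for the TCA cycle at 6 h, 0.136 for complex I at 24 h and 0.470 for complexes III and IV at 24 h. Housekeeping scaling ended the call at 0.108 for the TCA cycle at 6 h. Without moderation a call was gained at 0.00549 for complexes III and IV at 6 h. The mean of all probe sets gave 0.0258 for complexes III and IV at 6 h, and trend and robust settings 0.00489 for complexes III and IV at 6 h. Among lists that answer a comparison of the paper, leaving out 1 array moved a call only for 2, and gave 0.0277 to 0.0973 for the TCA cycle at 6 h and 0.0457 to 0.122 for complexes III and IV at 6 h. The causes were not tested, beyond the smaller number of genes or arrays in a filter or fit.

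Other reported lists also lost or gained camera calls. The filter on dim probe sets ended those at 0.0816 for NRF2 genes at 6 h, 0.0731 for the stress responses at 6 h, 0.0897 for the 5 qRT-PCR genes of mitochondria at 6 h, 0.0545 for the 4 qRT-PCR genes of glycolysis at 6 h, 0.408 for translation factors at 24 h, 0.215 for aminoacyl-tRNA synthetases at 24 h, 0.166 for angiogenesis at 24 h, 0.0973 for the EGFR and MAPK pathway at 24 h and 0.0645 for the 4 qRT-PCR genes of glycolysis at 24 h. The fit on only the groups compared ended those at 0.0546 for NRF2 genes at 6 h, 0.0546 for the stress responses at 6 h, 0.0509 for interferon response at 6 h and 0.0546 for the 5 qRT-PCR genes of mitochondria at 6 h, and spike-in scaling those at 0.136 for translation factors at 24 h, 0.106 for aminoacyl-tRNA synthetases at 24 h, 0.395 for angiogenesis at 24 h, 0.276 for the EGFR and MAPK pathway at 24 h, 0.0538 for fatty acid oxidation at 24 h and 0.0584 for the 4 qRT-PCR genes of glycolysis at 24 h. The mean of all probe sets ended those at 0.0578 for the stress responses at 6 h, 0.0856 for angiogenesis at 24 h and 0.0556 for the EGFR and MAPK pathway at 24 h, housekeeping scaling that at 0.0883 for the EGFR and MAPK pathway at 24 h, the replicate block that at 0.0523 for NRF2 genes at 6 h and the fit without moderation those at 0.0640 for the stress responses at 6 h, 0.0885 for interferon response at 6 h and 0.0703 for the 5 qRT-PCR genes of mitochondria at 6 h. Calls were gained at 0.0203 for the 5 qRT-PCR genes of mitochondria at 24 h with spike-in scaling, 0.0137 for cytosolic ribosome at 24 h with housekeeping scaling, 0.0301 for oxygen species enzymes at 6 h and 0.00833 for oxygen species enzymes at 24 h with trend and robust settings, and 0.0488 for angiogenesis at 6 h, 0.0235 for oxygen species enzymes at 24 h, 0.0452 for metallothioneins at 24 h and 0.00383 for cytosolic ribosome at 24 h without moderation. Leaving out 1 array ended the calls of NRF2 genes at 6 h in 5 of 6 fits (highest adjusted p 0.114), the stress responses at 6 h in 4 of 6 fits (highest adjusted p 0.142), interferon response at 6 h in 4 of 6 fits (highest adjusted p 0.0810), the 5 qRT-PCR genes of mitochondria at 6 h in 4 of 6 fits (highest adjusted p 0.0670), the EGFR and MAPK pathway at 24 h in 2 of 6 fits (highest adjusted p 0.0540) and translation factors at 24 h in 2 of 6 fits (highest adjusted p 0.0747). For 6 h, leaving out either 24 h array gave the same fit as comparing only the 2 groups, so these are not separate checks. The same holds for 24 h when either 6 h array is left out. The causes were not tested.

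Among the genes named by rule, spike-in scaling turned the direction of 37 log2 fold changes at 6 h and 71 at 24 h that passed in either fit, as its own construction lowers every value. At 6 h these became ACTB −0.36, BCL2A1 −0.36, BIRC5 −0.29, BSG −0.0084, CETN2 −0.062, COX5A −0.34, COX5B −0.097, DHCR7 −0.12, DUSP4 −0.095, EIF2B1 −0.0031, FEN1 −0.0077, GAPDH −0.36, GDF15 −0.31, HSPE1 −0.29, IPO13 −0.016, KDM3A −0.020, LUM −0.033, MT1F −0.32, MT1X −0.033, NADSYN1 −0.014, NDUFA6 −0.011, NEK2 −0.046, NSDHL −0.32, PDGFRB −0.33, PGK1 −0.36, PINK1 −0.072, PSMD3 −0.088, PSMD8 −0.090, QARS1 −0.047, SAR1B −0.021, SHC1 −0.32, SLC2A11 −0.062, SLC31A1 −0.039, TIGAR −0.071, UQCRC1 −0.11, UQCRC2 −0.12 and WARS1 −0.084. At 24 h these became ALDOA −0.65, ATP5F1B −0.38, ATP5PD −0.31, BAG3 −0.061, BCL2A1 −0.55, BIRC5 −0.093, CD14 −0.11, CLTB −0.25, COPG1 −0.40, COX5B −0.32, COX8A −0.16, DHCR7 −0.54, DPP4 −0.70, DUSP4 −0.44, EIF4A2 −0.49, EIF5 −0.033, ERCC4 −0.26, EXO1 −0.0022, FBP1 −0.29, FEN1 −0.19, GAPDH −0.81, GATM −0.28, GCLC −0.30, GLRX2 −0.31, HARS1 −0.49, HSPA1B −0.43, ICAM1 −0.47, IFIH1 −0.69, KAT2A −0.048, KDM2A −0.049, KDM3A −0.27, KEAP1 −0.87, LYZ −0.49, MIEF1 −0.25, MRPL32 −0.17, MT1G −0.50, NADSYN1 −0.20, NMNAT1 −0.70, NSDHL −0.23, PDGFRA −0.43, PDGFRB −0.40, PGD −0.48, PGK1 −0.82, PGM2 −0.041, POLG2 −0.20, POLI −0.34, PRKAB2 −0.072, PRPS2 −0.43, PSMC4 −0.059, PSMD3 −0.096, PSMD8 −0.19, QARS1 −0.26, RPL36 −0.56, SAR1B −0.24, SHC1 −0.19, SLC2A10 −0.47, SLC2A11 −0.022, SLC2A8 −0.16, SLC31A1 −0.50, SLC47A2 −0.43, TFAM −0.20, THBS1 −0.30, TIGAR −0.68, TNPO1 −0.21, TPI1 −0.58, UBE2A −0.36, UNG −0.53, UQCRC1 −0.36, UQCRC2 −0.25, VWF −0.42 and WARS1 −0.77. With the mean of all probe sets, PRKAA1 0.19 at 6 h and ICAM1 −0.052, PRKAA1 0.62, REEP5 0.14 and SLC7A11 0.043 at 24 h turned, and the cause was not tested. No other alternative turned a named gene that passed in either fit.

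With the replicate number as a block, 5207 genes changed at 6 h, 9717 at 24 h and 6689 between the times, and 2356 were differentially expressed at the thresholds of the paper. Arrays with the same number did not deviate together (correlations of 0.0461, −0.0558 and −0.0581 between the groups), so the numbers were not taken to pair the samples. A filter on dim probe sets kept 10307 of 18242 genes, of which 5643 changed at 6 h, 7839 at 24 h and 6261 between the times.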

Differences from the paper's values

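The paper gives 5692 differentially expressed genes, and 2356 genes passed here at its thresholds at either time. Of the alternatives set before the data were examined, spike-in scaling (5664) and probe sets in place of genes (5362) fell within 1.5 times of the paper's number. The replicate block (2356), the mean of all probe sets (1495), trend and robust settings (2355), the fit on only the groups compared (2356), the filter on dim probe sets (2210), housekeeping scaling (2467), no moderation (2272), an adjusted p under 0.01 (2355), the fold threshold alone (2356) and each fit without 1 array (2313 to 2465) did not. Probe sets with the fold threshold alone (5366) and with the comparison of 24 h with 6 h added (5523) also came within 1.5 times, and were chosen after seeing the values, while probe sets at an unadjusted p under 0.01 alone, chosen likewise, gave 20937; the paper's own list of genes was not used here. The text of the paper names no test and no adjustment for the arrays.

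The paper states that various glycolysis and TCA cycle enzymes were lower in the arrays and in mass spectrometry. Here 9 of 28 glycolysis genes were higher and 6 lower at 24 h, and 11 of 27 TCA cycle genes higher and 4 lower. Of the glycolysis enzymes that it lists by protein, the transcripts of PGM1 (−0.96) and ENO1 (−0.26) went the paper's way. HK2, which it measured by qRT-PCR, did so too. ALDOA (0.23) was higher, and PFKP (−0.20), PGK1 (0.06) and GAPDH (0.07) did not pass. The paper also lists a pseudogene of TPI1, which no probe set names, and an isoform of PKM, and neither was measured as such. The gene TPI1 (0.30) was higher and the gene PKM (−0.13) did not pass. Spike-in scaling, by its pooled shift, calls all of these lower, with PGK1 at −0.82, GAPDH at −0.81, PKM at −1.01, PFKP at −1.09, ALDOA at −0.65 and TPI1 at −0.58, and 25 of the 28 glycolysis and 24 of the 27 TCA cycle genes lower. With the hybridization spike-ins alone, chosen after seeing the data, the counts were 2 higher and 17 lower for glycolysis and 3 higher and 14 lower for the TCA cycle. PFKP was also lower with trend and robust settings (adjusted p = 0.0106), the filter on dim probe sets (0.0448), housekeeping scaling (0.0136) and without 24 h replicate 2 (0.0454). The paper's enzyme levels are of proteins and these values of transcripts.

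From its arrays and mass spectrometry, with data not shown, the paper states that the glucose transporter was expressed normally, without naming the gene. It also cites the higher glucose inside the cells against impaired transport. The values here are of transcripts only. SLC2A1 was at −1.08 at 6 h and −1.58 at 24 h and SLC2A2 at −0.84 at 6 h and −2.30 at 24 h, while 4 of 14 transporter genes were higher and 4 lower at 24 h. The 4 higher ones were dimmer in control cells than SLC2A1 and SLC2A2. The paper reports that PDK1 fell with time by qRT-PCR, and on the arrays it was at 0.19 at 6 h, which did not pass, and at −0.54 at 24 h. OPA1, which the paper also reports as falling, did not pass at 6 h (−0.25) except with trend and robust settings, the filter on dim probe sets, spike-in scaling and housekeeping scaling, and fell at 24 h (−1.25). BIK, RRM2B, ENDOG, HIF1A, PRKAG2 and ACMSD went the paper's way at both times. MICB is drawn as lower in Fig 7, and was at 0.74 (adjusted p = 0.000384) at 6 h and 1.43 (adjusted p = 3.96e-06) at 24 h, higher with spike-in scaling too (0.36 and 0.55).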

Other observations

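Fatty acid oxidation genes rose relative to the other genes. Of 19 fatty acid oxidation genes, 10 were higher and none lower at 6 h and 13 and none at 24 h (the same counts when adjusted over the list alone). Fatty acid oxidation genes had camera adjusted p = 0.00433 and 0.00916, and adjusted p = 0.368 and 0.536 with an estimated correlation. CPT2, a carnitine palmitoyltransferase of the inner mitochondrial membrane, was at 0.83 at 6 h and 1.69 at 24 h, ETFDH at 0.43 at 6 h and 1.00 at 24 h and ACAA1 at 0.49 at 6 h and 0.97 at 24 h. With spike-in scaling the median was −0.49 at 24 h, with 1 higher and 14 lower. Of 19 cholesterol synthesis genes, 2 were higher and 3 lower at 6 h and 6 and 10 at 24 h (the same counts when adjusted over the list alone). Cholesterol synthesis genes had camera adjusted p = 0.987 and 0.263. HMGCS1 was at −0.86 at 6 h and −1.61 at 24 h and SQLE at −0.96 at 6 h and −1.47 at 24 h, while SC5D was at 1.17 at 6 h and 1.59 at 24 h. Of 25 HIF target genes, 6 were higher and 7 lower at 6 h and 6 and 11 at 24 h (7 and 7 at 6 h and 7 and 11 at 24 h when adjusted over the list alone). HIF target genes had camera adjusted p = 0.931 and 0.369. The prolyl hydroxylase gene EGLN3 was at 1.93 at 6 h and 2.81 at 24 h and ADM at 2.11 at 6 h and 2.42 at 24 h. Of 8 genes of AMP-activated kinase and its activator STK11, 3 were higher and 3 lower at 6 h and 3 and 4 at 24 h (the same counts when adjusted over the list alone). Genes of AMP-activated kinase and its activator STK11 had camera adjusted p = 0.802 and 0.791. PRKAB1 was at 0.63 at 6 h and 1.26 at 24 h. Of 16 NAD and kynurenine genes, 4 were higher and 1 lower at 6 h and 4 and 2 at 24 h (the same counts when adjusted over the list alone). NAD and kynurenine genes had camera adjusted p = 0.407 and 0.785. NAMPT, with 1 of its 3 probe sets going the same way, was at −0.70 and AFMID at 1.32 at 24 h. Of 10 pentose phosphate genes, 1 was higher and 3 lower at 6 h and 2 and 4 at 24 h (the same counts when adjusted over the list alone). Pentose phosphate genes had camera adjusted p = 0.980 and 0.338. Of 28 proteasome genes, 2 were higher and 1 lower at 6 h and 14 and 5 at 24 h (0 and 0 at 6 h and 14 and 5 at 24 h when adjusted over the list alone). Proteasome genes had camera adjusted p = 0.802 and 0.484. The proteasome median was −0.68 at 24 h with spike-in scaling.

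Of 21 genes of proximal tubule identity, 3 were higher and 4 lower at 6 h and 5 and 5 at 24 h (the same counts when adjusted over the list alone). Genes of proximal tubule identity had camera adjusted p = 0.931 and 0.791. The transcription factor gene PAX8 was at −1.04 at 6 h and −1.88 at 24 h and the bicarbonate transporter gene SLC4A4 at −1.40 at 6 h and −1.82 at 24 h. Of 20 markers of tubule injury, 3 were higher and 5 lower at 6 h and 6 and 7 at 24 h (the same counts when adjusted over the list alone). Markers of tubule injury had camera adjusted p = 0.965 and 0.605. CLU was at 0.48 at 6 h and 0.90 at 24 h, with 1 of its 2 probe sets going the same way at 6 h, and CCN2 at 1.80 at 6 h and 1.63 at 24 h. At 24 h, 3 of 10 fibroblast, 3 of 9 leukocyte and 1 of 10 endothelial markers were higher and none was lower (3, 2 and none higher when adjusted over the list alone, camera adjusted p = 0.484, 0.377 and 0.791), and with spike-in scaling none was higher and 10, 7 and 10 were lower. Of 23 housekeeping genes used for scaling, 9 were higher and 5 lower at 24 h. TIGAR, a regulator of glycolysis, was at 0.30 (adjusted p = 0.0276) at 6 h and 0.20 (adjusted p = 0.0749) at 24 h, and lower with spike-in scaling (−0.68 at 24 h).

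Of the 5685 genes higher at 24 h, 3558 became lower with spike-in scaling and 593 stayed higher and passed. The smallest rise of the 3′ dap probe sets at 24 h exceeded the largest of bioB and bioC, which lie at similar signals, by 0.693 on the log2 scale, and the rise of the poly-A spike-ins was 6.93 times the largest SD between replicate arrays.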
